# Evaluation of Transcriptomic Responses in Livers of Mice Exposed to the Short-Chain PFAS Compound HFPO-DA

**DOI:** 10.3389/ftox.2022.937168

**Published:** 2022-06-27

**Authors:** Melissa M. Heintz, Grace A. Chappell, Chad M. Thompson, Laurie C. Haws

**Keywords:** dose-response, GenX, HFPO-DA, per and polyfluoroalkyl substances (PFAS), peroxisome proliferator-activated receptor alpha (PPARα), transcriptomics

## Abstract

HFPO-DA (ammonium 2,3,3,3-tetrafluoro-2-(heptafluoropropoxy)-propanoate; CASRN 62037-80-3) is a component of the GenX technology platform used as a polymerization aid in the manufacture of some types of fluoropolymers. The liver is the primary target of toxicity for HFPO-DA in rodents and previous examination of hepatic transcriptomic responses in mice following oral exposure to HFPO-DA for 90 days showed induction of peroxisome proliferator-activated receptor signaling pathways, predominantly by PPARα, as well as increased gene expression of both peroxisomal and mitochondrial fatty acid metabolism. To further investigate the mechanism of liver toxicity, transcriptomic analysis was conducted on liver tissue from mice orally exposed to 0, 0.1, 0.5 or 5 mg/kg-bw/day HFPO-DA in a reproduction/developmental toxicity study. Hepatic gene expression changes demonstrated activation of the PPARα signaling pathway. Peroxisomal and mitochondrial fatty acid β-oxidation gene sets were enriched at lower HFPO-DA concentrations, and complement cascade, cell cycle and apoptosis related gene sets were enriched at higher HFPO-DA concentrations. These results support the reported histopathological findings in livers of mice from this study and indicate that the effects of HFPO-DA are mediated through rodent-specific PPARα signaling mechanisms regardless of reproductive status in mice.

## Introduction

HFPO-DA (ammonium 2,3,3,3-tetrafluoro-2-(heptafluoropropoxy)-propanoate; CASRN 62037-80-3) is used as a polymerization aid in the manufacture of some types of fluorinated polymers. These fluoropolymers are then used in multiple applications such as semiconductor fluid handling, high-purity chemical processing, aerospace and telecommunications cabling, renewable hydrogen production, and lithium-ion batteries in transportation.^1^,^2^ Although HFPO-DA is sometimes referred to broadly as a perfluorooctanoate acid (PFOA) replacement, different fluoropolymer manufacturers have developed their own replacement polymerization aid technologies to replace PFOA (Wang et al., 2013). In contrast to the myriad of historical uses of PFOA (Prevedouros et al., 2006), HFPO-DA is not used or found in firefighting foam, carpets, textiles, paper or other industrial consumer products that have been associated with PFOA in the past. In contrast to long-chain per- and poly fluorinated alkyl substances (PFAS) such as PFOA, studies have shown that HFPO-DA is rapidly eliminated and does not bioaccumulate in tissues (Gannon et al., 2016).

HFPO-DA has been evaluated in both short- and long-term toxicity studies, with results demonstrating that the liver is the primary target of toxicity in rodents following oral exposure (Thompson et al., 2019; USEPA, 2021). Previous transcriptomic analysis of livers collected from a mouse 90-days subchronic oral gavage study of HFPO-DA showed up-regulation of peroxisome proliferator-activated receptor (PPAR) signaling pathways (i.e., predominantly PPARα) and both peroxisomal and mitochondrial fatty acid metabolism at the gene-expression level (Chappell et al., 2020). To further elucidate the mechanism of liver toxicity for HFPO-DA in mice presented in Chappell et al. (2020) and examine whether reproductive status alters molecular responses, we performed whole transcriptomic analysis on mouse livers from an Organisation for Economic Co-operation and Development (OECD) 421 guideline reproduction/developmental toxicity study of HFPO-DA (Dupont Chem, 2010). Understanding the transcriptomic responses in this specific study is important as the United States Environmental Protection Agency (USEPA) has based their chronic (0.000003 mg/kg/day)^3^ and subchronic (0.00003 mg/kg/day) reference dose (RfD) on the observed liver effects in this study (USEPA, 2021). The transcriptomic results presented herein provide additional support for determining the mechanisms underlying the liver effects observed in HFPO-DA-exposed in mice, including insight into which receptor-mediated signaling pathways play a significant role.

## Methods

### Animal Exposure and Tissue Preparation

The reproduction/developmental toxicity of HFPO-DA was evaluated in a GLP OECD 421 test guideline-compliant oral gavage study in male and female Crl:CD1(ICR) mice as described previously (Dupont Chem, 2010). The technical report is publicly available in USEPA’s Health & Environmental Research Online (HERO) database (HERO ID: 4222148). Briefly, male and female mice were administered deionized water (vehicle control) or HFPO-DA (ammonium salt) in deionized water at 0.1, 0.5 or 5 mg/kg (n = 25 per dose group per sex) by oral gavage once daily for a total of 84–85 or 53–65 doses, respectively. Male mice (F_0_, approximately 6 weeks old) were dosed 70 days prior to mating through completion of mating period (14 days). Female mice (F_0_, approximately 11 weeks old) were dosed 14 days prior to mating through lactation day 20 or 21. Additional study details including test substance source and purity, analytical chemistry analyses, animal husbandry, and randomization procedure are described in the Dupont Chem (2010) study report publicly available in USEPA’s HERO database (HERO ID: 4222148). Following the last treatment, mice were euthanized by CO_2_ anesthesia and exsanguination. Livers from adult mice (F_0_) were fixed in 10% neutral-buffered formalin, embedded in paraffin (FFPE), and sections approximately 4–6 µm in thickness were mounted to glass slides.

### RNA Sequencing

Mounted, unstained FFPE liver sections from HFPO-DA-exposed male and female mice (F_0_, n = 5 per dose group per sex, total of 40 samples) were scraped from the slides and processed according to the TempO-Seq^®^ protocol by BioSypder Technologies (Carlsbad, California), as previously described (Yeakley et al., 2017). Resultant DNA libraries were sequenced using a HiSeq 2500 Ultra-High-Throughput Sequencing System (Illumina, San Diego, California).

### Data Processing and Analysis

Sequencing data were analyzed using packages in the R software environment, version 4.0.2 (cran.r-project.org/). The number of sequenced reads per TempO-Seq probe were extracted from FASTQ files generated from the sequencing experiment, with each probe representing a gene-specific sequence. Samples were excluded from the comparative analysis if either or both of the following exclusion criteria were met: overall sequencing depth (total reads across all probes) lower than two standard deviations below the mean sequencing depth across all samples; total number of sequenced probes lower than two standard deviations below the mean number of probes sequenced per sample. Count data from all samples that were not excluded were used for further comparative analyses.

### Identification of Differentially Expressed Genes Across Treatment Groups

The DESeq2 R package (v1.28.1) (Love et al., 2014) was used to normalize the data such that sample-to-sample variation in sequencing depth was considered. Statistical methods within DESeq2 were used to calculate fold-change and identify differentially expressed genes (DEGs) associated with HFPO-DA by conducting statistical comparisons between treatment groups and controls of the same sex. Differentially expressed probes (DEPs) were defined as those with a false discovery rate (FDR) < 10%, based on *p* values adjusted for multiple testing using the Benjamini and Hochberg (BH) procedure (Love et al., 2014); DEGs were identified from respective DEPs, as some genes (but not all) are represented by multiple probes in the TempO-Seq assay.

### Identification of Pathway-Level Alterations Across Concentrations

Biological pathways associated with transcriptomic response profiles were identified by gene set enrichment analysis. For genes for which multiple probes were used to measure expression, the probe with the highest sequencing count across all samples was used in the pathway analyses. Mouse gene identifiers were converted into human identifiers using the R package biomaRt (v2.38.0) based on the Ensembl genome database (http://uswest.ensembl.org/index.html). Gene expression data were then queried for enrichment of gene sets within the canonical pathway (CP) subcollection (c2.cp.v7.5.1) available through the Molecular Signatures Database (MSigDB: http://software.broadinstitute.org/gsea/msigdb/index.jsp), which includes gene sets from several pathway databases.

Enrichment of gene sets and pathways was evaluated by two methods. The first method follows the analysis employed by the gene set enrichment analysis (GSEA) platform made available by the Broad Institute (http://software.broadinstitute.org/gsea/index.jsp), and the second method employed a hypergeometric test for over-representation. The GSEA method (Subramanian et al., 2005) determines whether sets of genes (e.g., the constituents of a molecular signaling pathway) are significantly concordant between various defined groups (in the case presented herein, different dose levels by sex) based on a ranking metric (in this case, the statistical measure of differences in expression between treated and control mice, using the Wald statistic as determined with DESeq2). The GSEA statistical method was applied within the Platform for Integrative Analysis of Omics data (PIANO) R package (v1.22.0) (Varemo et al., 2013). Gene set enrichment significance was calculated using permutation-based nominal *p* values based on weighted Kolmogorov-Smirnov test enrichment scores and adjusted for multiple hypothesis testing by calculating FDRs using the BH method (Subramanian et al., 2005). For the hypergeometric test, only DEGs for each treatment group (i.e., an FDR of <10% as described above) were tested for overrepresentation among the gene sets in the CP subcollection using the Fisher combined probability test function within the PIANO package. For both methods, gene sets with an FDR <10% were considered significantly enriched.

### Canonical Pathway and Upstream Regulator Prediction Analyses

Ingenuity Pathway Analysis (IPA, v. 01-20-04; Qiagen Bioinformatics, Redwood City, California) was used to identify canonical pathway associations to HFPO-DA treatment and inferred upstream regulators associated with DEGs. Fold change and statistical values determined by DESeq2 for all DEGs (i.e., DEGs with FDR <10%) were used to conduct the analyses.

### Benchmark Dose Analysis

Dose–response modeling was conducted using the BMDExpress software (v2.3) (Phillips et al., 2019). Normalized expression data for all samples as generated using DESeq2 were loaded into BMDExpress without transformation, using probe IDs from the TempO-Seq experiment as gene identifiers. A Williams trend test (with *p* value cutoff = 0.05) was used to identify genes altered by exposure to HFPO-DA. No fold-change filters or correction for multiple tests were applied. Benchmark dose (BMD) analysis was conducted using the following models: linear, power, hill, 2° and 3° polynomial, and exponential models 2–5. The models were run assuming constant variance and a benchmark response (BMR) of 1 standard deviation. Dose-responsive genes with a best BMD >10-fold below the lowest dose (0.1 mg/kg) or a best BMD > the highest dose (5 mg/kg) were removed. Functional classification was conducted using the gene set collections available within the BMDExpress software (Reactome gene sets), based on significantly dose-responsive genes (i.e., genes with a winning model fit *p* value ≥0.1), and removing genes according to the default parameters as follows: genes with BMD/BMDL >20, BMDU/BMD >20, and BMDU/BMDL >40. No filters for minimum or maximum number of genes per gene set were applied. Benchmark doses for the gene sets were also calculated.

## Results

Detailed results of the toxicological endpoints collected during the reproduction/developmental toxicity study are not reported herein but are provided in the original technical report (Dupont Chem, 2010) which, as outlined above, is publicly available in USEPA’s HERO database (HERO ID: 4222148). Briefly, no adverse effects on reproduction or postnatal survival were observed. Liver effects including increased liver weight, hepatocellular hypertrophy, and other histopathological changes were observed in male and female (F_0_) adults administered 0.5 or 5 mg/kg HFPO-DA. Decreased pup body weight was observed in both sexes in the highest dose group (5 mg/kg).

The expression levels of 21,448 mouse genes as measured by 30,146 probes were reported from the TempO-Seq assay using liver samples from the reproduction/developmental toxicity study of HFPO-DA at doses of 0.1, 0.5, and 5 mg/kg bw/day (Supplementary Table S1). 

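The livers came from adult F_0_ mice of the outbred CD-1 stock, with 5 mice sampled per dose and sex. Scraped sections of fixed liver were assayed by TempO-Seq, in which probes are ligated on their target transcript and the ligated products are amplified and sequenced. The authors deposited the number of reads counted on each probe, without normalization, for 37 mice. The counts are whole numbers, and the total of each of the 37 mice equals the sequencing depth that Supplementary File 1 gives for it. The table lists 30146 probes under 21450 gene symbols, and 1757 of the probes had no count in any mouse. Of the symbols, 21302 are found in release 21 of the mouse GENCODE annotation (GRCm38), from which the gene coordinates given with the results were taken. Each gene is identified by its symbol, since the files give no other identifier for it than a probe number.

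Total counts ranged from 2101495 to 10548222 in the 19 males, with a median of 7780828, and from 7952605 to 13878254 in the 18 females, with a median of 10479002.5. At least 1 count was seen on 11347 to 17917 probes per male and on 16984 to 19832 probes per female. The 10 most abundant probes took a median of 19.7% of the counts in males and 13.6% in females. The Y-linked gene Ddx3y had between 31 and 623 counts in each male and at most 2 in each female. The probe of Xist had no count in any mouse of either sex and gave no check of the labels.

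Low counts were removed with edgeR's filterByExpr for the 8 groups of sex and dose, which kept 18570 probes of 13004 genes. Counts were normalized with the TMM method, and expression is given as CPM, edgeR's counts scaled to the normalized library size. All mice entered 1 model with a mean per group, and each dose was compared with the vehicle control of the same sex by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 18570 probes. As in the paper, a probe with an adjusted p under 0.10 was taken as differentially expressed, and a gene with at least 1 such probe as a DEG. The gene set collection the paper queried was not at hand. In its place, 17 lists of genes written in advance were tested. They cover processes and PPAR isoforms that the paper names, and also cholesterol synthesis and targets of the receptors CAR, PXR and AhR.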

Three samples were removed from the analysis (all from different dose/sex groups) because the sequencing data quality did not meet criteria described in the Methods section (Supplementary File S1).

### Transcriptomic Changes Associated With HFPO-DA

The variance in transcriptomic profiles across the dataset was visualized using principal components analysis (PCA) (Figure 1A). The samples varied the most by sex (PC1) followed by dose (PC2), with the highest dose (5 mg/kg) having the greatest difference from the control samples. The mid- and low-dose (0.5 and 0.1 mg/kg, respectively) samples showed less variation from the control samples and from each other (Figure 1A). This pattern was consistent with the number of significantly differentially expressed genes (DEGs) at each dose level compared to controls in male and female mice (Figure 1B; Supplementary Table S1): very few genes were altered by 0.1 mg/kg HFPO-DA compared to controls (19 and 3 DEGs in male and female mice, respectively), increasing to 293 and 66 DEGs in male and female mice, respectively, at 0.5 mg/kg, and 2,460 and 1,065 DEGs in male and female mice, respectively at 5 mg/kg HFPO-DA.

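Principal components were computed from the log2 CPM of the 500 probes with the highest variance. PC1 took 30.2% of the variance and PC2 14.3%. On PC1, the 19 males scored 25.8 ± 4.55 (SD) and the 18 females -27.3 ± 7.80 (SD; permutation test, p = 1e-05, the smallest that 100000 resamples can give). On PC2, the males at 5 mg/kg scored -36.7 ± 5.60 (SD, n = 4) and the male controls 17.8 ± 5.29 (SD, n = 5). The females at 5 mg/kg scored -28.7 ± 3.13 (SD, n = 4) on PC2 and the female controls 9.89 ± 2.17 (SD, n = 5). Each of these differences had an exact two-sided permutation p of 0.00794, the smallest that 4 mice against 5 allow, and an adjusted p of 0.0222 over the 14 comparisons made on both components.

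The PC2 scores at 0.5 mg/kg fell by 16.3 from the controls in males and fell by 9.41 in females (exact permutation test, p = 0.00794 and adjusted p = 0.0222 in each sex). Those at 0.1 mg/kg fell by 2.21 in males (exact permutation test, p = 0.563) and fell by 2.6 in females (exact permutation test, p = 0.206), less than the SD between the mice of a group in males. On PC1, the females at 5 mg/kg lay 15.3 above their controls, on the side of the males (exact permutation test, p = 0.0159, adjusted p = 0.037). The males at 5 mg/kg differed from theirs by -0.555 on PC1 (exact permutation test, p = 0.881). With all 18570 probes in place of the 500 most variable, the shares of PC1 and PC2 were 15.5% and 7.69%.

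**Figure D1:**
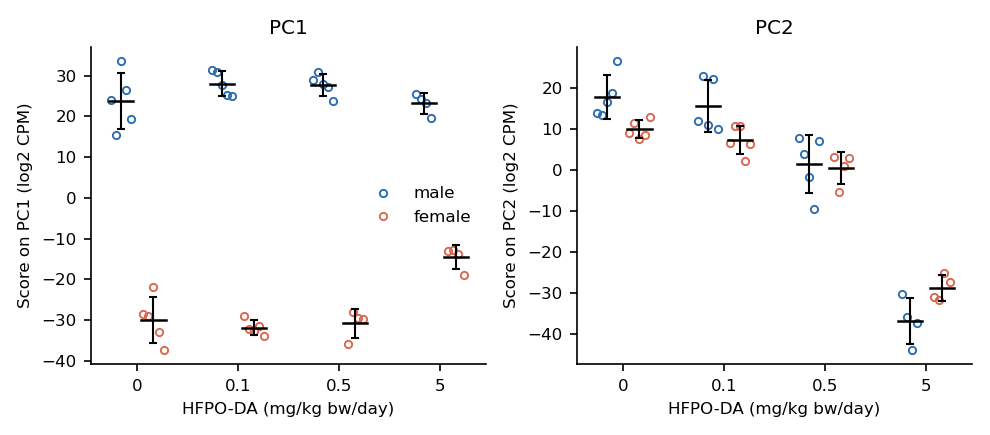
Scores of each mouse on PC1 (left) and PC2 (right), in units of log2 CPM, against the dose of HFPO-DA, with the mean and SD of each group in black. On PC2, the mice at 5 mg/kg of both sexes lie below all mice at the lower doses and the controls.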

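At 0.1 mg/kg, 0 of the 13004 genes tested had an adjusted p under 0.10 in either sex, while 1270 genes in males and 415 in females had an unadjusted p under 0.05. In males at 0.5 mg/kg, 106 DEGs were called, 62 raised and 44 lowered. Without sample 34, a male at 0.5 mg/kg, their number was 53, and without sample 22, a male control, it was 68. In females at 0.5 mg/kg, 18 DEGs were called, 17 raised and 1 lowered. In males at 5 mg/kg, 2061 DEGs were called, of which 690 had a raised and 1378 a lowered probe. In females at 5 mg/kg, 682 DEGs were called, of which 341 had a raised and 342 a lowered probe, and 450 were called without sample 18, a female at 5 mg/kg. Fitting each sex apart with edgeR gave 948 in males and 1792 in females at 5 mg/kg. DESeq2 in place of edgeR gave 19 and 293 in males and 3 and 66 in females at 0.1 and 0.5 mg/kg.

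Between the sexes at 5 mg/kg, 222 genes were raised in both, where 18.1 would be shared by chance, and 253 were lowered in both, where 36.2 would be. Of the others, 4 genes were raised in males and lowered in females, and 5 the reverse. Every treated mouse lay above or every one below all controls for 7.58% of the probes in males at 5 mg/kg and for 8.71% in females, where chance gives 1.59% for 4 mice against 5.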

**FIGURE 1:**
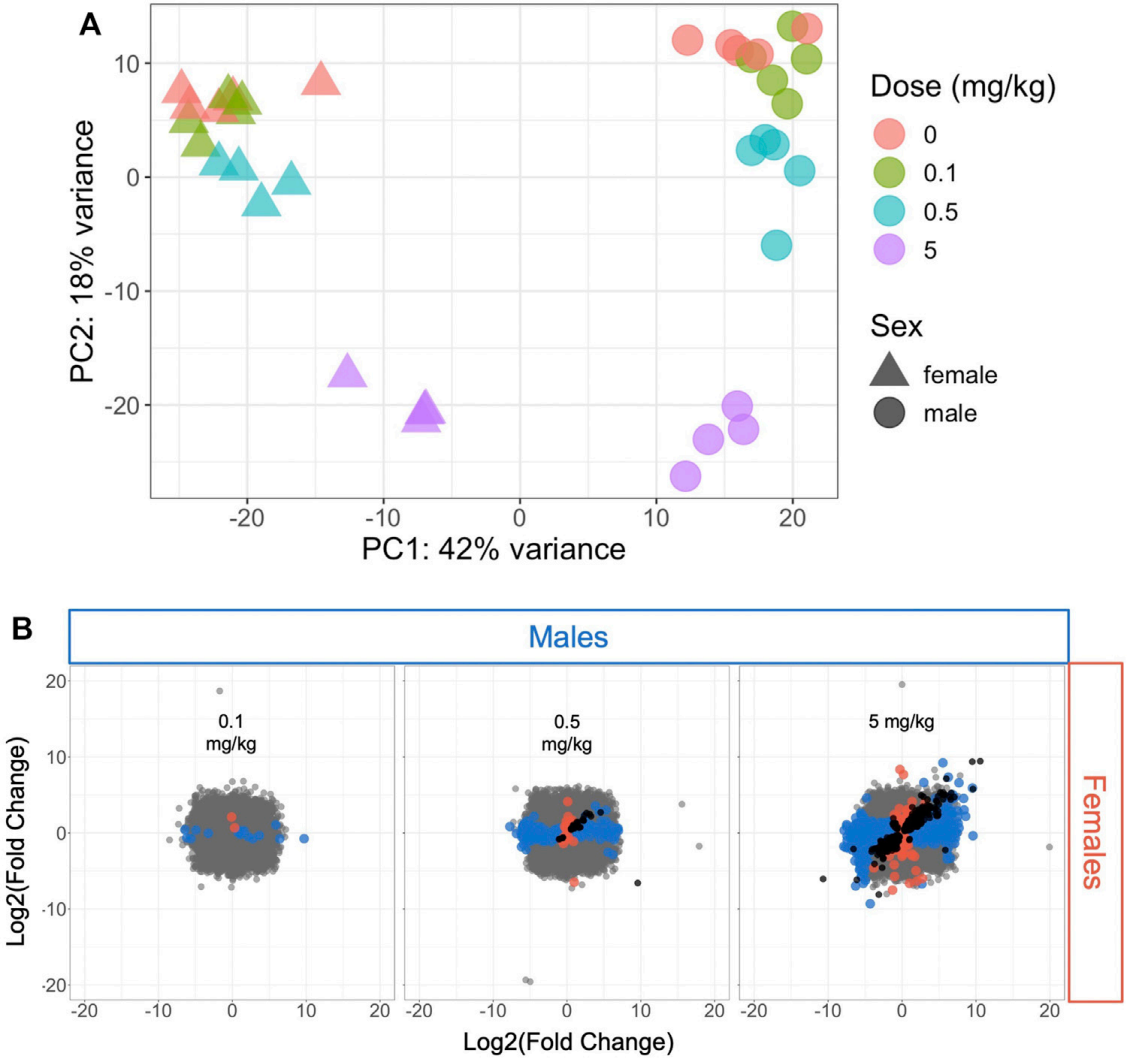
Hepatic transcriptomic profile comparison of all samples or significant differentially expressed genes (DEGs) in male and female mice **(A)** Principal components analysis plot of all samples included in the analysis. Each shape represents a sample, with sex and dose level indicated by triangles (females) or circles (males) and color **(B)** Comparison of DEGs associated with each HFPO-DA exposure level between male and female mice. The fold change (exposed/control) in hepatic mRNA level for all genes in male and female mice is plotted on the x- and *y*-axes, respectively. Significant DEGs (FDR <10%, relative to controls) are shown by color-coded points according to sex (blue color for males, salmon color for females). Black points represent significant DEGs shared between both sexes at a given dose level, whereas gray points represent non-significant DEGs.

Results of gene set enrichment analyses from the GSEA and hypergeometric test methods are consistent with the results presented in Chappell et al. (2020). Specifically, the most significantly enriched gene sets at 0.5 and 5 mg/kg HFPO-DA for both sexes include up-regulated fatty acid metabolism, PPAR signaling (i.e., “KEGG PPAR Signaling Pathway” and “WP PPAR Signaling”), and mitochondrial and peroxisomal fatty acid β-oxidation, as well as down-regulation of complement and coagulation cascades (Supplementary Tables S2, S3). 

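Of the 17 lists, 7 were called at 0.5 mg/kg and 8 at 5 mg/kg in males, and 5 and 9 in females, at an adjusted p under 0.10 by camera with a preset correlation between genes. With the correlation estimated per list, the alternative that moved these numbers most at 5 mg/kg, 5 lists in males and 6 in females were called at that dose, and 3 and 4 at 0.5 mg/kg. The lists for peroxisomal fatty acid oxidation, mitochondrial β-oxidation, complement, coagulation and the PPAR targets shared between isoforms in Figure 2 were called at 5 mg/kg in both sexes under the preset and the estimated correlation and under fry.

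The peroxisomal list had 33 genes with enough counts. Its median log2 fold change at 5 mg/kg was 0.54 in males (camera, adjusted p = 9.01e-19) and 0.72 in females (camera, adjusted p = 8.35e-28). In males, 13 of its genes were raised DEGs and 2 lowered, and in females 14 were raised. Adjusted over the list alone, 17 were raised in each sex, beside 2 lowered in males. The 26 genes for mitochondrial β-oxidation had a median log2 fold change of 0.68 in males (camera, adjusted p = 2.21e-19) and 1.01 in females (camera, adjusted p = 3.52e-30), with 16 raised and 2 lowered DEGs in males and 17 raised and 1 lowered in females. Adjusted over the list alone, 16 were raised and 2 lowered in males and 19 raised and 1 lowered in females. The peroxisomal list at 0.5 mg/kg had a median log2 fold change of 0.26 in males (camera, adjusted p = 1.83e-17) and 0.28 in females (camera, adjusted p = 1.49e-14). A score was taken per mouse, the mean log2 CPM of the list's genes, each centred over all mice. In males, the scores at 0.5 mg/kg did not pass against the controls (exact permutation test, p = 0.0794, adjusted p = 0.3). In females, they passed (exact permutation test, p = 0.00794, adjusted p = 0.0578). Random regroupings of these mice still gave a median of 3 called lists in males and 4 in females, against 7 and 5.

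The complement list fell by a median of 0.88 on the log2 scale in males at 5 mg/kg (29 genes; camera, adjusted p = 7.36e-13) and by 0.42 in females (camera, adjusted p = 3.87e-09). Of its genes, 18 were lowered DEGs in males and 10 in females, or 22 and 12 adjusted over the list alone. The coagulation list fell by a median of 0.89 in males (26 genes; camera, adjusted p = 4.73e-20) and by 0.69 in females (camera, adjusted p = 9.18e-23), with 21 and 17 lowered DEGs, or 23 in each sex adjusted over the list alone. The complement list at 0.5 mg/kg was called in males (camera, adjusted p = 0.00543) but not without sample 22, a male control (adjusted p = 0.401), and not in females (camera, adjusted p = 0.108), where it was called without sample 3, 4 or 15 (adjusted p = 0.0902, 0.0381 and 0.0128) and by fgsea (adjusted p = 0.0559). The coagulation list was called at 0.5 mg/kg in males (camera, adjusted p = 2.64e-05) and in females (camera, adjusted p = 0.000336), but with the correlation estimated in neither sex (adjusted p = 0.215 and 0.318).

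Single genes of the mitochondrial list followed it. Acadm, on chromosome 3 from 153922357 to 153944632, rose from 460 ± 114 CPM (SD, n = 5) in male controls to 1263 ± 89.3 CPM (SD, n = 4) at 5 mg/kg. Its log2 fold change was 1.46 (standard error 0.18, adjusted p = 8.74e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in females it was 1.32 (standard error 0.18, adjusted p = 1.06e-06 from the same test). Decr1 had a log2 fold change of 1.68 in males and 1.39 in females at 5 mg/kg, and Hadha of 1.14 and 1.2. For all 3 genes, every mouse at 5 mg/kg had a higher CPM than every control of its sex.

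**Figure D2:**
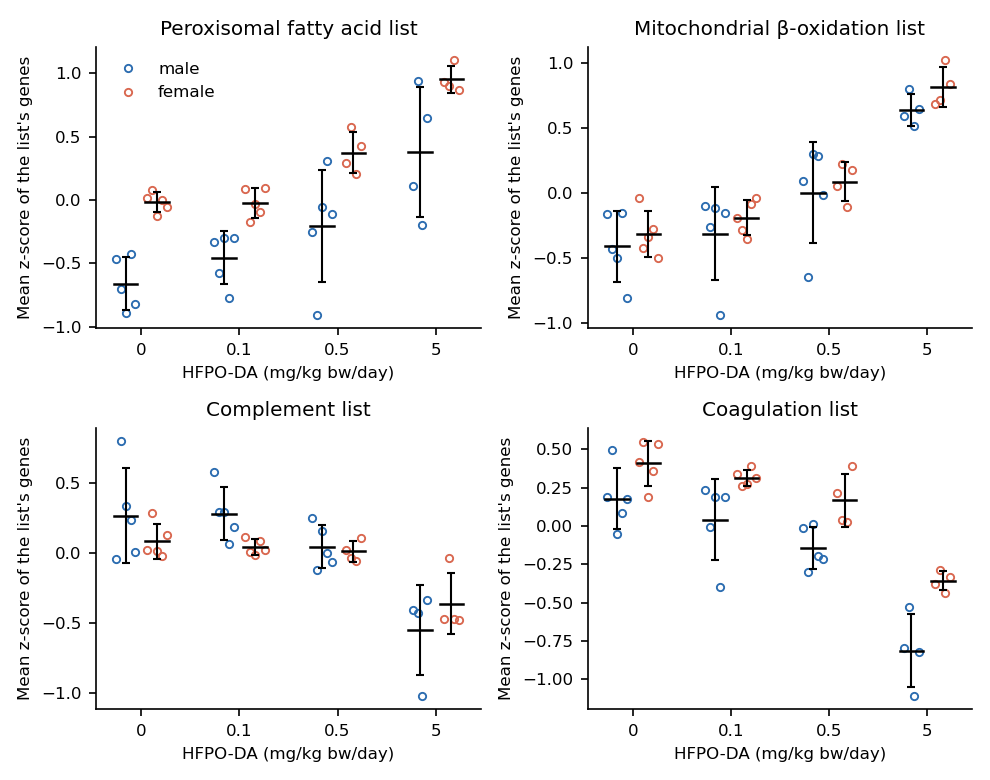
Mean log2 CPM of the genes of 4 lists in each mouse against the dose of HFPO-DA, with the mean and SD of each group in black. Each gene was centred on its mean over all mice. The axis label names a z-score, but the values were not divided by an SD. At 5 mg/kg, both fatty acid lists lie above the controls of the same sex and the complement and coagulation lists below them, while at 0.1 mg/kg the treated and control mice overlap in each panel.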

While general PPAR signaling gene sets were among the most significantly upregulated, the specificity for PPARα activation by HFPO-DA is demonstrated by the DEGs that are specific to the α isoform and a general lack of changes in expression levels of most of the genes specific to other PPAR isoforms (Figure 2). 

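Figure 2 draws 48 boxes of the PPAR network, the FABP carriers, the PPAR isoforms and RXR among them. Of these, 30 held a DEG in males and 25 in females at 5 mg/kg, and at 0.5 mg/kg 11 and 6. Among the targets that Figure 2 shares between PPARα and another isoform, 37 genes were tested. Their median log2 fold change at 5 mg/kg was 1.57 in males (camera, adjusted p = 8.27e-54) and 1.89 in females (camera, adjusted p = 5.28e-77). Of these genes, 25 were raised DEGs in males and 27 in females, or 26 and 30 adjusted over the list alone, beside 1 lowered in males, or 2 adjusted over the list alone. Cyp4a10, on chromosome 4 from 115518264 to 115533649, rose from 28.5 ± 20.0 CPM (SD, n = 5) to 2533 ± 505 CPM (SD, n = 4) in males at 5 mg/kg, a log2 fold change of 6.47 (standard error 0.61, adjusted p = 2.48e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females, its log2 fold change was 4.38 (standard error 0.55, adjusted p = 3.45e-07). Its neighbour Cyp4a14 had log2 fold changes of 5.95 in males and 5.91 in females. Both are paralogs whose probes could take reads from each other's transcripts, so their split between the genes is uncertain. Fabp1 rose by a log2 fold change of 1.65 in males (adjusted p = 1.9e-08 from edgeR's test) and 1.77 in females (adjusted p = 4.82e-09).

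The 6 genes that Figure 2 links to PPARα alone moved in both directions at 5 mg/kg and were not called as a list by camera (adjusted p = 0.63 in males and 0.444 in females). The hypergeometric test of the DEGs, which takes raised and lowered ones together, called them in both sexes (adjusted p = 0.00331 in males and 0.0153 in females). Pltp was raised, with a log2 fold change of 3.3 in males (standard error 0.65, adjusted p = 0.000478 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.80 in females (standard error 0.63, adjusted p = 0.00355). Apoa5 fell by 0.74 in males and by 1.17 in females on the log2 scale, Apoc3 fell by 0.87 and by 1.02, and Apoa1 fell by 1.14 in males and by 0.01 in females. The lowering of Apoa1 in males had an adjusted p of 2.71e-05 from edgeR's test, in females the adjusted p was 1, and the interaction of sex and dose had an adjusted p of 0.0267.

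Of the 6 genes that Figure 2 links only to the other isoforms, Pck1 fell by 1.29 on the log2 scale in males at 5 mg/kg, from 4567 ± 1636 CPM (SD, n = 5) to 1872 ± 358 CPM (SD, n = 4) (standard error 0.35, adjusted p = 0.0147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females, it fell by 0.55 (adjusted p = 0.643). No difference between the sexes was detected for Pck1 (adjusted p = 0.647 from edgeR's test of the interaction of sex and dose). Aqp7 was a raised DEG in males (adjusted p = 0.0292 from edgeR's test), with 0 counts in each control and at most 39 counts at 5 mg/kg, so no fold change is given. As a list, these genes had a camera adjusted p of 0.934 in males and 0.752 in females. From the DEGs linked to the α isoform and the general lack of change in most genes specific to the other isoforms, the paper concludes that HFPO-DA acts specifically through PPARα. It also draws on its enriched PPARα gene sets, on PPARγ sets that were not enriched, and on PPARα as a predicted upstream regulator.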

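The transcripts of the PPAR isoforms themselves were compared at 5 mg/kg. Of 3 probes of Ppara, 1 was called in males, where it fell by 1.00 on the log2 scale, from 45.1 ± 11.0 CPM (SD, n = 5) in the controls to 22.3 ± 8.37 CPM (SD, n = 4) (standard error 0.32, adjusted p = 0.0409 from edgeR's test). Its adjusted p was 0.102 without sample 36, 0.141 without sample 38 and 0.126 with each sex fitted apart, and in females it was 1. This probe was chosen after its values were seen. On the probe with the most counts, Ppara had 62.8 ± 11.5 CPM (SD, n = 5) in male controls and 41.8 ± 8.89 CPM (SD, n = 4) at 5 mg/kg, and fell by 0.58 on the log2 scale (standard error 0.23, adjusted p = 0.116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females, its log2 fold change was 0.29 (adjusted p = 0.824). Without sample 37, this probe of Ppara fell by 0.74 in males and passed the threshold, and without sample 25 it fell by 0.67 and also passed. Ppard had log2 fold changes of 0.37 in males (adjusted p = 0.677) and -1.00 in females (adjusted p = 0.268), and in females the value rested on sample 3, a control whose CPM of 54.5 lay far above the others, at 7.65 to 11.3. Pparg had log2 fold changes of 0.42 in males (adjusted p = 0.918) and -0.31 in females (adjusted p = 1).

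A list of adipocyte genes stood for PPARγ targets outside Figure 2, tested with the genes that had enough counts. By camera it was called in neither sex at 5 mg/kg (adjusted p = 0.512 in males and 0.746 in females), and at 0.5 mg/kg likewise (adjusted p = 0.823 and 0.752). In males at 5 mg/kg, 2 of its genes were raised and 2 lowered as DEGs. The hypergeometric test, which takes raised and lowered DEGs together, called the list (adjusted p = 0.079) and gives no direction. Its score was higher than in the controls (exact permutation test, p = 0.0159, n = 4 and 5, adjusted p = 0.0899). Its genes at 0.1 mg/kg fell by a median of 0.59 on the log2 scale in females (camera, adjusted p = 0.08), a call that was lost without any 1 of samples 3, 4, 5, 8 and 10, with adjusted p values of 0.153, 0.242, 0.119, 0.181 and 0.144. In males at 0.1 mg/kg, camera did not call it (adjusted p = 0.108) but did without sample 21, 22, 26 or 27 (adjusted p = 0.0982, 0.0542, 0.0918 and 0.0765), and it fell by fry (adjusted p = 0.00471), by fgsea (adjusted p = 0.0951) and by its score (exact permutation test, p = 0.00794, n = 5 and 5; adjusted p = 0.0578).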

Gene sets specific to the PPAR alpha (PPARα) subtype are significantly enriched in both male and female mice at 0.5 and 5 mg/kg HFPO-DA (Table 1), while PPAR gamma (PPARγ) signaling gene sets are not significantly enriched in either sex at any dose (Table 1). Gene sets specific to PPAR delta (PPARδ) are not currently available within the canonical pathway subcollection used for gene set enrichment analyses herein.

**FIGURE 2:**
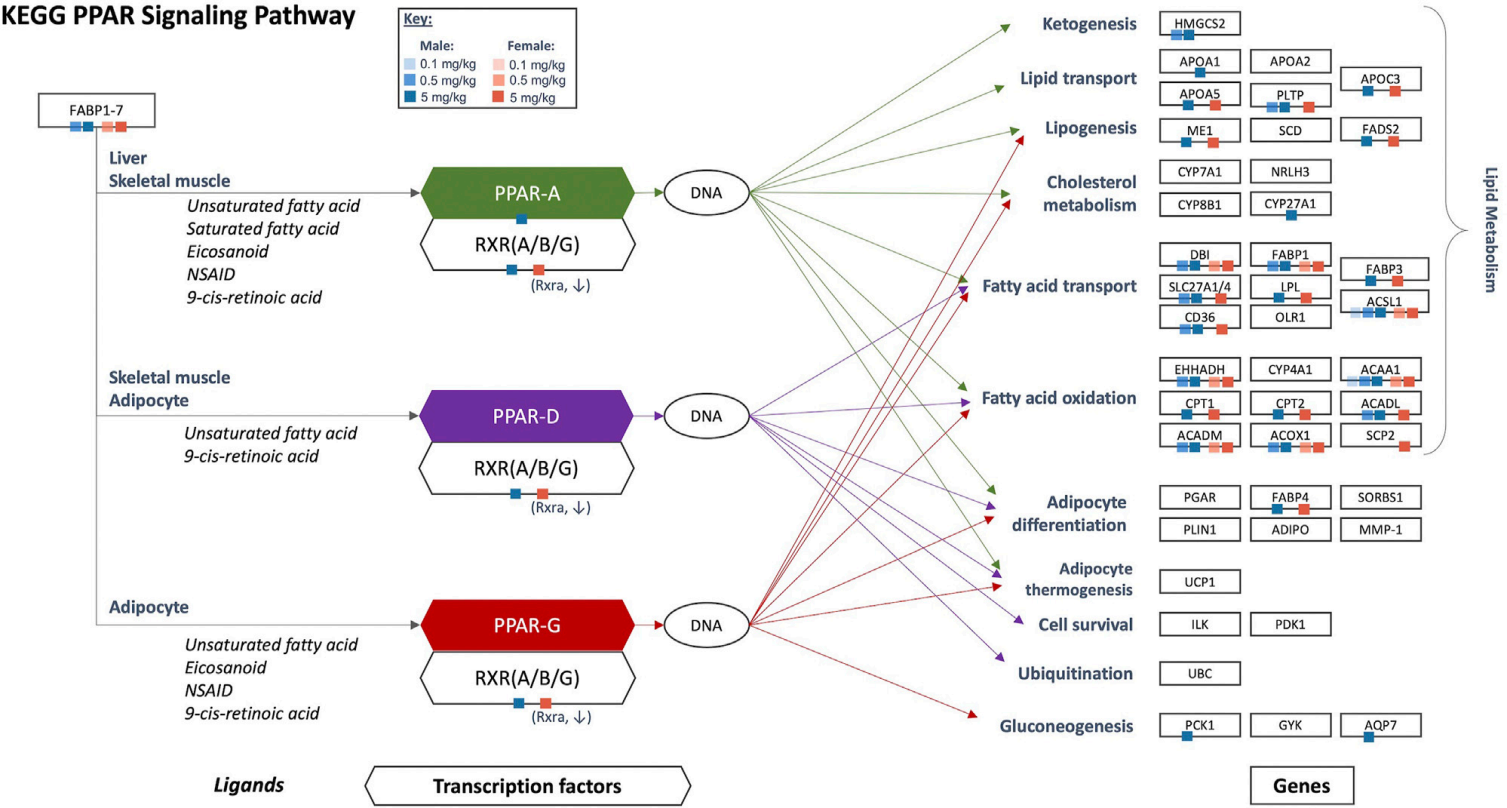
Significant DEGs that are a part of the KEGG PPAR signaling network in HFPO-DA-exposed male and female mice. Ligands, transcription factors, and genes, as related to PPAR α/γ/δ signaling, are shown according to the KEGG database. Individual PPAR signaling genes that are significantly differentially expressed in the present study are notated by color-coded squares by sex and concentration. Arrows show the target genes corresponding to each PPAR isoform: green = PPARα, purple = PPARδ, red = PPARγ. Figure adapted from Chappell et al. (2020). KEGG, Kyoto Encyclopedia of Genes and Genomes; PPAR, peroxisome proliferator-activated receptor.

**TABLE 1:** Comparison of enriched gene sets for general peroxisome/PPAR signaling and PPARα-versus PPARγ-specific gene sets in HFPO-DA-exposed mice.

Groups of canonical pathways	Gene set	Sex	HFPO-DA Mg/Kg-Bw/day	GSEA pre-ranked method		Hypergeometric method	
				Adjusted *p*-value*	Overall direction	Adjuste *p*-value*	Overall direction
**General PPAR/Peroxisomal Signaling**	**KEGG Peroxisome**	Female	0.1	0.67207	NS	1	NS
			0.5	**0**	Up	**6.8911E-09**	Up
			5	**0**	Up	**4.6811E-14**	Up
		Male	0.1	**0.025315**	Up	1	NS
			0.5	**0**	Up	**1.8276E-09**	Up
			5	**0**	Up	**4.9931E-12**	Up
	**KEGG PPAR Signaling**	Female	0.1	0.59594	NS	1	NS
			0.5	**0**	Up	**3.1184E-09**	Up
			5	**0**	Up	**1.6363E-17**	Up
		Male	0.1	**0.046292**	Up	1	NS
			0.5	**0**	Up	**4.4076E-14**	Up
			5	**0**	Up	**1.8259E-12**	Up
	**REACTOME Peroxisomal Lipid Metabolism**	Female	0.1	0.73987	NS	1	NS
			0.5	**0**	Up	**2.388E-08**	Up
			5	**0**	Up	**3.9408E-09**	Up
		Male	0.1	0.085653	NS	1	NS
			0.5	**0**	Up	**4.0131E-08**	Up
			5	**0**	Up	**3.9031E-06**	Up
	**WP PPAR Signaling**	Female	0.1	0.61457	NS	1	NS
			0.5	**0**	Up	**5.542E-08**	Up
			5	**0**	Up	**1.0497E-16**	Up
		Male	0.1	0.079179	NS	1	NS
			0.5	**0**	Up	**7.0315E-13**	Up
			5	**0**	Up	**5.5036E-12**	Up
**PPARα signaling**	**BIOCARTA PPARα Pathway**	Female	0.1	0.57884	NS	1	NS
			0.5	**0.03138**	Up	**0.00078767**	Up
			5	**0.0059801**	Up	**0.00847825**	Up
		Male	0.1	0.74593	NS	1	NS
			0.5	**0.0081228**	Up	**0.00769699**	Up
			5	**0.052564**	Up	0.4160496	NS
	**REACTOME Regulation of Lipid Metabolism by PPARα**	Female	0.1	0.58391	NS	1	NS
			0.5	0.077991	NS	**0.01161897**	Up
			5	**0.020328**	Up	**0.00573576**	Up
		Male	0.1	0.67953	NS	1	NS
			0.5	**0.0066388**	Up	**2.3197E-05**	Up
			5	**0.044658**	Up	**0.00826333**	Up
	**WP PPARα Pathway**	Female	0.1	0.50683	NS	1	NS
			0.5	**0**	Up	**7.902E-07**	Up
			5	**0.00058828**	Up	**1.8792E-08**	Up
		Male	0.1	**0.023999**	Up	1	NS
			0.5	**0**	Up	**1.6442E-08**	Up
			5	**0.001163**	Up	**9.3209E-05**	Up
**PPARγ signaling**	**BIOCARTA PPARγ Pathway**	Female	0.1	0.94989	NS	1	NS
			0.5	0.78706	NS	1	NS
			5	0.93323	NS	1	NS
		Male	0.1	0.85089	NS	1	NS
			0.5	0.89257	NS	1	NS
			5	0.9111	NS	1	NS
	**WP HIF1α and PPARγ Regulation of Glycolysis**	Female	0.1	0.56814	NS	1	NS
			0.5	0.97801	NS	1	NS
			5	0.060278	NS	1	NS
		Male	0.1	0.98959	NS	1	NS
			0.5	0.58395	NS	1	NS
			5	0.51884	NS	0.7100514	NS

*Bold formatting indicates significant adjusted *p*-value (i.e., FDR ≤0.05); NS = Not significant (FDR >0.05).

Significantly enriched canonical pathways were also identified using QIAGEN Ingenuity Pathway Analysis (IPA) (QIAGEN Inc., https://digitalinsights.qiagen.com/IPA) (Supplementary Table S4) and were comparable to the significantly enriched gene sets determined by the GSEA and hypergeometric test methods. Additionally, in both sexes, IPA upstream analyses predicted PPARα as the most significant upstream regulator at 5 mg/kg HFPO-DA and the second most significant upstream regulator at 0.5 mg/kg HFPO-DA (Supplementary Table S5). Due to the lack of transcriptomic response in mice exposed to 0.1 mg/kg HFPO-DA (i.e., only 19 and 3 DEGs in males and females, respectively), upstream prediction analysis was not performed.

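At 0.1 mg/kg, 1325 of the 18570 probes in males and 442 in females had an unadjusted p under 0.05 from edgeR's test, or 7.14% and 2.38%. With each sex fitted apart, the shares were 2.55% in males and 4.68% in females. In males, Acsl1, on chromosome 8 from 46471037 to 46536051, had 2607 ± 127 CPM (SD, n = 5) at 0.1 mg/kg and 1550 ± 410 CPM (SD, n = 5) in the controls. All treated males lay above all controls, and the log2 fold change was 0.75 (standard error 0.19, adjusted p = 0.513 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2, the log2 fold change of Acsl1 was 0.78 with an adjusted p of 0.0508. Acaa1b, a paralog of Acaa1a, had a log2 fold change of 1.04 in males at this dose (standard error 0.27, adjusted p = 0.513), and of 1.08 with DESeq2 (adjusted p = 0.0998).

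By camera with the preset correlation, 4 lists were called in males and 5 in females at 0.1 mg/kg. With the correlation estimated, the smallest adjusted p in males was 0.201, and in females the list for cholesterol synthesis passed alone (adjusted p = 0.0774). With fry, the adipocyte list passed alone in males (adjusted p = 0.00471), and the smallest adjusted p in females was 0.102. In males, fgsea called the peroxisomal (adjusted p = 0.000292), mitochondrial β-oxidation (0.000524), coagulation (0.00733), shared PPAR target (3.76e-05) and adipocyte (0.0951) lists. In females, it called complement (adjusted p = 0.000765), coagulation (0.0122), shared PPAR targets (0.0206) and cholesterol synthesis (2.89e-06). Without sample 5, a female control, camera with the preset correlation called 1 list in females, and without any 1 of samples 2, 3, 8 and 10 it called 3. The genes raised in females at 5 mg/kg, which share no mouse with the males, were tested in males at 0.1 mg/kg. Their median log2 fold change there was 0.08, with 211 of the 341 genes higher (camera, adjusted p = 6.37e-06), but the adjusted p was 0.142 with the correlation estimated and 0.155 with fry. The 690 genes raised in males at 5 mg/kg had a median log2 fold change of -0.03 in females at 0.1 mg/kg (camera, adjusted p = 0.367), and passed the threshold without sample 5 (adjusted p = 0.0958) and without sample 10 (adjusted p = 0.0682), with the genes lower.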

### Benchmark Dose Modeling of Gene Expression Data

The dose-response across all genes was modeled using BMDExpress software (v2.3) (Phillips et al., 2019). To avoid extrapolation too far below or above the range of empirical data, 86 and 123 dose-responsive genes with BMD values more than 10-fold below the lowest dose (0.1 mg/kg), in addition to, 60 and 86 dose-responsive genes with BMD values greater than the highest dose (5 mg/kg), were removed from the analysis, leaving a total of 2,088 and 2,992 significant dose-responsive genes in males and females, respectively, as determined by a winning model fit *p*-value ≥ 0.1 (Figure 3A,B; Supplementary Table S6; Supplementary File S2). Among these dose-response genes, 909 were common between sexes. 

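Dose-responsive genes were found from counts normalized with DESeq2's size factors, without transformation, with a two-sided Williams trend test by 1000 permutations of the doses within each sex. Probes with an unadjusted p under 0.05 were fitted with linear, 2nd degree polynomial, power and exponential 2, 3 and 4 models by least squares, and the best model by Akaike's criterion gave the BMD at a response of 1 SD. A probe was kept when the test of that model's fit had a p of at least 0.1. Genes with a BMD under 0.01 or over 5 mg/kg were removed, as in the paper, which took away 79 low and 3 high genes in males and 85 low genes in females. In males, 2289 genes and in females 2917 genes remained, and 1007 were common to both sexes, where 513.5 would be by chance. With the doses of the mice permuted, a median of 599 genes in males and 581 in females passed the same steps, and 33 were common to both. When the trend p was adjusted by the Benjamini-Hochberg method, the alternative that moved the numbers most, 787 genes in males, 1573 in females and 405 common to both remained.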

Functional classification (i.e., enrichment of signaling pathways) of significant dose-responsive genes results were similar to the gene set enrichment analysis conducted on individual treatment groups (described in the previous section). Specifically, the top-most significantly enriched gene sets among dose-responsive genes were related to fatty acid metabolism in both sexes (e.g., “Fatty acid metabolism” median BMD 0.61–0.79 mg/kg-bw/day) (Supplementary Table S7). In addition, gene sets related to fatty acid metabolism in the mitochondria (median BMD 0.36–0.55 mg/kg-bw/day) or peroxisome (median BMD 0.40–0.67 mg/kg-bw/day) and complement cascade (median BMD 1.72–2.05 mg/kg-bw/day) were also significantly enriched (Fisher’s Two-Tailed test <0.1) in both sexes (Figure 3C,D). 

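Median BMDs were computed for the dose-responsive genes of each list, with 95% intervals from 100 bootstrap samples of the mice within their groups. The paper's filter on the ratios of BMD, BMDL and BMDU was not applied. Resampled mice tend to give lower BMDs, so the intervals lean to low values. For the peroxisomal list, the median BMD was 0.253 mg/kg (0.129 to 0.519; 20 genes) in males and 0.606 mg/kg (0.185 to 0.976; 19 genes) in females. The female value was 0.325 mg/kg without sample 2, 0.369 without sample 12 and 0.358 without sample 17. For mitochondrial β-oxidation, it was 0.26 mg/kg (0.132 to 0.577; 16 genes) in males and 0.241 mg/kg (0.145 to 0.708; 21 genes) in females. Without sample 34, the male value was 0.402 mg/kg, and without sample 13 the female value was 0.45 mg/kg. For complement, it was 1.15 mg/kg (0.161 to 1.44; 15 genes) in males and 0.873 mg/kg (0.339 to 1.98; 12 genes) in females. Single mice moved the complement values by more than 1.5 times, to 0.679 mg/kg without sample 25 and 1.74 mg/kg without sample 22 in males. In females, they moved to 0.289 mg/kg without sample 8, 1.37 without sample 3, 1.43 without sample 15 and 1.71 without sample 14. For coagulation, it was 1.04 mg/kg (0.275 to 1.73; 19 genes) in males and 1.37 mg/kg (0.285 to 2.23; 23 genes) in females. Over all dose-responsive genes, the median BMD was 2.08 mg/kg (1.17 to 1.87) in males and 1.54 mg/kg (0.334 to 1.52) in females. Each of these intervals lies wholly below its own median. Among the alternatives other than leaving out a mouse, log2(normalized count + 1) in place of untransformed counts moved the peroxisomal list most. It gave 0.118 mg/kg in males and 0.359 mg/kg in females.

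**Figure D3:**
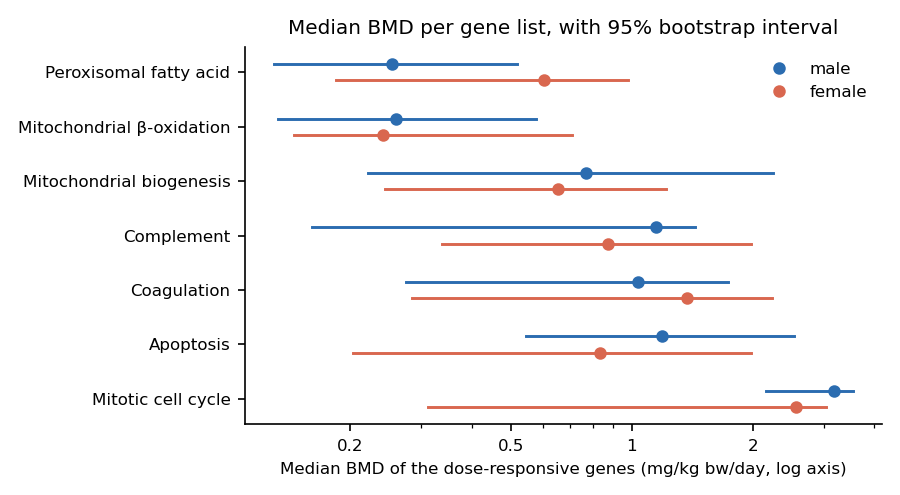
Median BMD in mg/kg bw/day (log axis) of the dose-responsive genes of 7 lists in male and female mice, with lines for the 95% bootstrap interval. The male and female intervals overlap for each list.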

Fatty acid metabolism-associated gene sets had lower median BMDs (e.g., median BMDs 0.36–0.67 mg/kg-bw/day), whereas other significantly enriched gene sets such as complement cascade, apoptosis, mitochondrial biogenesis, and mitotic cell cycle had higher median BMDs across both sexes (e.g., median BMDs 1.72–3.23 mg/kg-bw/day) (Figure 3C). Generally, these enriched gene sets had similar median BMDs for both sexes, with males being slightly lower (Figure 3D; Supplementary Table S7). These transcriptomic results are consistent with Chappell et al. (2020), with evidence for increased peroxisomal activity in the lower dose groups (0.1 and 0.5 mg/kg HFPO-DA) and apoptosis and mitosis in the high-dose group (5 mg/kg HFPO-DA). In addition, these data are also consistent with histopathological evidence of hepatocellular hypertrophy occurring at lower concentrations than apoptosis and mitotic figures in liver sections from this study (Supplementary Table S8).

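For the mitotic cell cycle list, the median BMD was 3.19 mg/kg (95% bootstrap interval 2.15 to 3.54; 12 genes) in males and 2.55 mg/kg (0.312 to 3.04; 11 genes) in females. For apoptosis, it was 1.19 mg/kg (0.547 to 2.52; 6 genes) in males and 0.835 mg/kg (0.203 to 1.97; 7 genes) in females. The female value for apoptosis was 0.507 mg/kg without sample 2, 1.39 without sample 8, 1.44 without sample 14 and 1.27 without sample 20. The 35 mitotic genes tested had at 5 mg/kg a median log2 fold change of 0.85 in males (camera, adjusted p = 0.0188) and 0.86 in females (camera, adjusted p = 0.0284). With the correlation estimated, the adjusted p was 0.278 and 0.318, and the female call was lost without sample 17 (adjusted p = 0.15). Of these genes, 5 were raised and 1 lowered as DEGs in males and 1 raised in females, or 7, 2 and 1 adjusted over the list alone. Ccnd1, on chromosome 7 from 144929931 to 144939925, rose from 1.64 ± 2.26 CPM (SD, n = 5) to 19.6 ± 12.1 CPM (SD, n = 4) in males at 5 mg/kg, a log2 fold change of 3.57 (standard error 0.81, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females, its log2 fold change was 2.43 (standard error 0.75, adjusted p = 0.0655), and the adjusted p reached 0.184 in the fits that left out 1 mouse, with the threshold missed without any 1 of samples 2, 3, 4, 16, 17 and 18.

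The 32 apoptosis genes tested had a median log2 fold change of 0.09 in males at 5 mg/kg (camera, adjusted p = 0.914) and -0.02 in females (camera, adjusted p = 0.698). In males, 3 of them were raised and 4 lowered as DEGs, and in females 2 were raised, or 4 adjusted over the list alone. Bax had log2 fold changes of 0.71 in males (standard error 0.20, adjusted p = 0.0209) and 0.82 in females (standard error 0.20, adjusted p = 0.0108), and in females the adjusted p was 0.132 without sample 17. The apoptosis list at 0.5 mg/kg fell in males (camera, adjusted p = 0.0729), a call lost without any 1 of samples 21, 23, 32 and 35, with adjusted p values of 0.102, 0.131, 0.194 and 0.316, and in females it was not called (camera, adjusted p = 0.732).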

**FIGURE 3:**
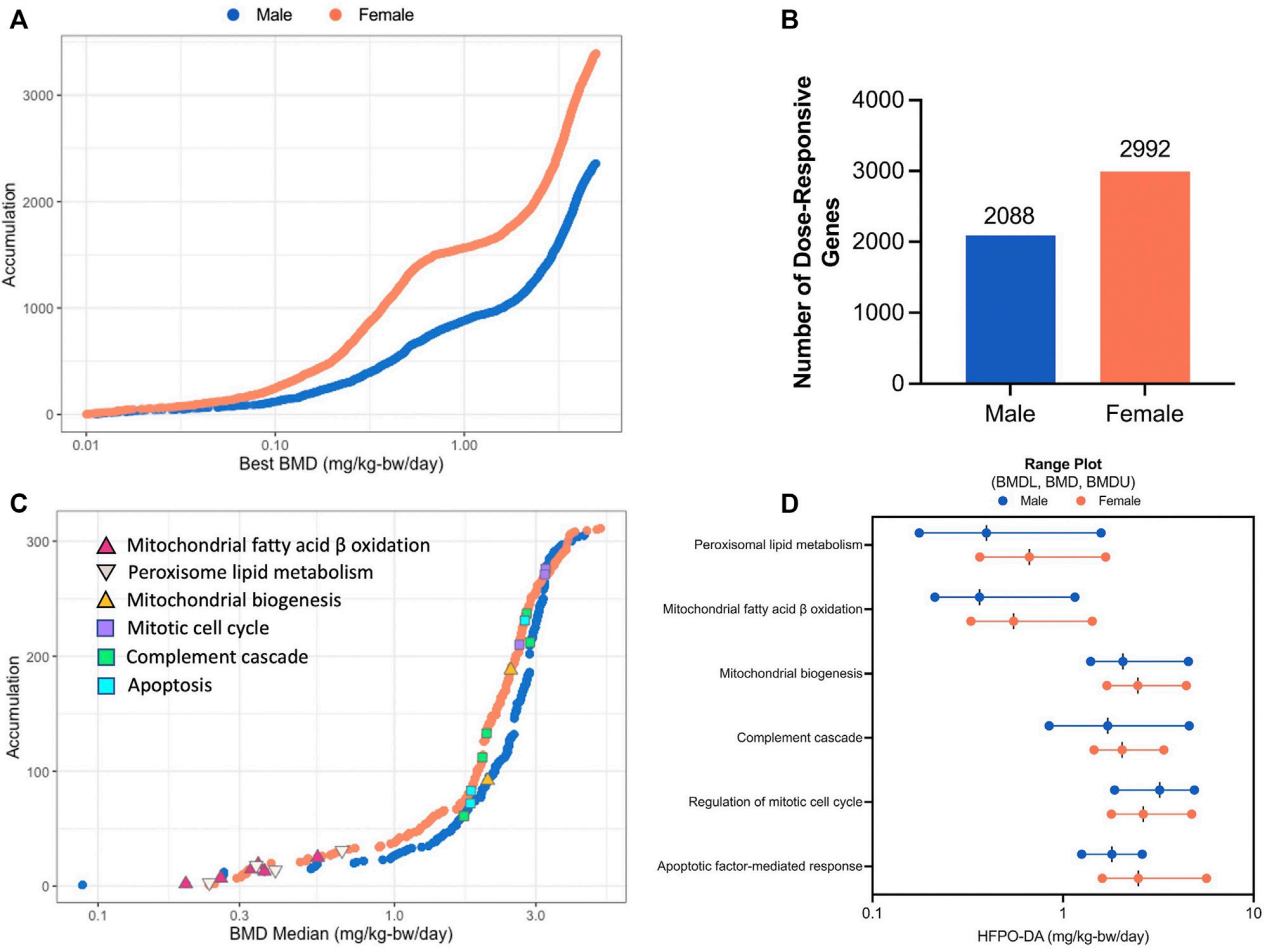
BMD analysis visualizations **(A)** Accumulation plots of modeled benchmark doses among significant dose-responsive probes in male and female mice (best fit *p*-value ≥ 0.1) **(B)** Number of significant dose-responsive genes by sex (best fit *p*-value ≥ 0.1) **(C)** Accumulation plots for significantly enriched pathways in male and female mice (Fisher’s Exact Two-Tail < 0.1) with selected gene sets annotated by color-coded triangles and squares as indicated in the inset legend **(D)** Range plots (median BMDL, median BMD, median BMDU) for the same selected gene sets depicted by triangles and squares in figure panel **(C)**.

## Discussion

Findings from the whole transcriptomic analysis on mouse livers from an oral reproduction/developmental toxicity study of HFPO-DA presented herein are consistent with previous hepatic transcriptomic results from an oral 90-days subchronic study of HFPO-DA (Chappell et al., 2020). Altered expression of genes within PPARα-specific signaling and lipid metabolism pathways (e.g., peroxisomal and mitochondrial fatty acid β-oxidation) resulted in highly significant enrichment of these gene sets, demonstrating that transcriptomic responses to HFPO-DA are mediated through PPARα. In addition, PPARα was the most statistically significant predicted upstream regulator of transcriptomic responses.

The underlying mechanism of HFPO-DA appears to be the same in both sexes and not affected by reproductive status, however, consistent with Chappell et al. (2020), male mice appear to be slightly more sensitive to HFPO-DA at the transcriptomic level based on the overall higher number of DEGs and the lower median BMDs for several key signaling pathways. 

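The numbers of DEGs depend on whether the sexes are fitted together or apart. These fits differ in the spread between mice and in the probes kept (18570 together, 16103 in males and 17038 in females). With the sexes fitted apart, the biological coefficient of variation was 0.845 in males and 0.50 in females, against 0.755 in the fit of both sexes together. In that joint fit, DEGs at 5 mg/kg were 3.02 times as many in males as in females. With each sex fitted apart, the ratio was 0.529 for edgeR and 0.637 for DESeq2, with 1345 DEGs in males and 2112 in females for DESeq2. The second of these was chosen after seeing the data. Fitting each sex apart at 0.5 mg/kg gave 47 DEGs in males and 61 in females.

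The difference in response between the sexes was tested directly as the interaction of sex and dose. For 0.5 mg/kg, 2 genes passed, with 927 genes at an unadjusted p under 0.05, and the number was between 0 and 4 in the 19 fits that each left out 1 mouse, 4 of them without sample 24. For 5 mg/kg, 102 genes passed, 187 without sample 37 and 205 without sample 39. Over the peroxisomal list at 5 mg/kg, the median of the male minus the female log2 fold change was -0.29 (95% bootstrap interval -0.59 to 0.09). Of the 1007 genes dose-responsive in both sexes, 436 had the lower BMD in males and 571 in females, and the median log2 ratio of male to female BMD was 0.19 (95% bootstrap interval -0.23 to 0.58). For the peroxisomal list, 13 of 17 common genes had the lower BMD in males, with a median log2 ratio of -0.68 (95% bootstrap interval -1.75 to 0.39). For mitochondrial β-oxidation, 11 of 16 did (median -0.24, 95% bootstrap interval -1.59 to 0.74), and for complement 4 of 10 (median 0.61, 95% bootstrap interval -2.08 to 1.79).

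**Figure D4:**
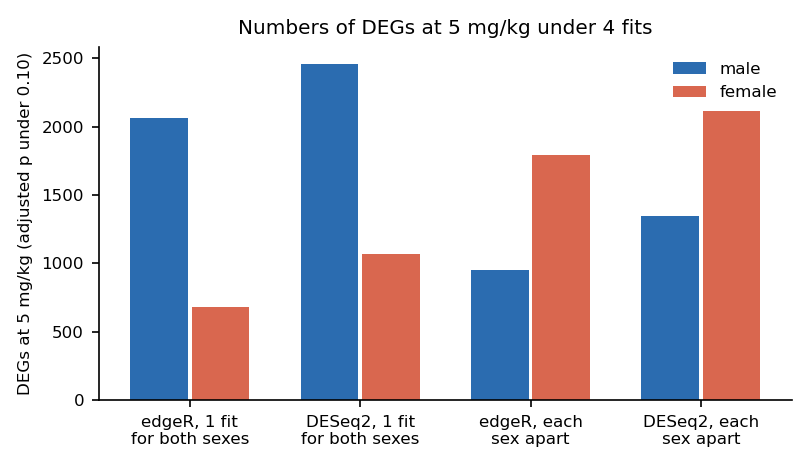
Number of DEGs (adjusted p under 0.10) at 5 mg/kg in male and female mice with edgeR and DESeq2, each fitted to both sexes together or to each sex apart. Males have more DEGs than females in the joint fits and fewer in the fits of each sex apart.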

Peroxisomal activity was observed in all dose groups whereas increased mitosis and apoptosis only occurred in the high-dose groups. 

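Ehhadh, a peroxisomal enzyme of fatty acid oxidation on chromosome 16 from 21761287 to 21787807, was measured at 283 ± 92.8 CPM (SD, n = 5) in male controls. In males, it rose to 461 ± 159 CPM (SD, n = 5) at 0.1 mg/kg, 2613 ± 1532 CPM (SD, n = 5) at 0.5 mg/kg and 12920 ± 1972 CPM (SD, n = 4) at 5 mg/kg. The log2 fold changes were 0.70 (standard error 0.25, adjusted p = 0.624 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.21 (standard error 0.27, adjusted p = 6.44e-11) and 5.51 (standard error 0.30, adjusted p = 2.45e-17). In females, Ehhadh rose from 418 ± 70.2 CPM (SD, n = 5) in controls to 640 ± 67.8 CPM (SD, n = 5), 1903 ± 637 CPM (SD, n = 4) and 13610 ± 2331 CPM (SD, n = 4). Every female at 0.1 mg/kg lay above every control, with a log2 fold change of 0.62 (standard error 0.25) that did not pass the adjustment over all probes (adjusted p = 1 from edgeR's test). At 0.5 and 5 mg/kg, the log2 fold changes in females were 2.19 (adjusted p = 4.2e-06) and 5.03 (adjusted p = 3.29e-16).

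The peroxisomal list at 0.1 mg/kg rose by a median of 0.19 on the log2 scale in males (camera, adjusted p = 0.000182), but not with the correlation estimated (adjusted p = 0.201) or with fry (adjusted p = 0.17). The score of the list in each male overlapped between the groups (exact permutation test, p = 0.151, n = 5 and 5). In females at 0.1 mg/kg, its median log2 fold change was -0.05 (camera, adjusted p = 0.996).

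**Figure D5:**
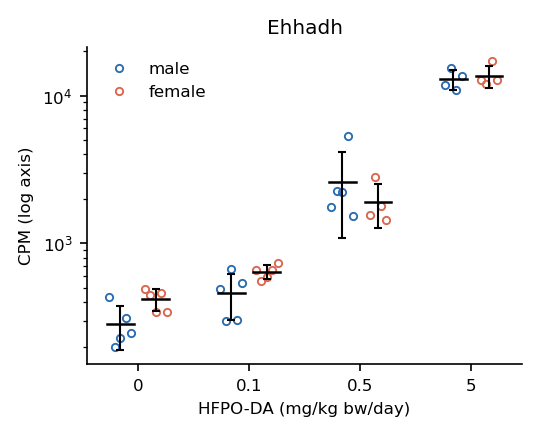
CPM (log axis) of Ehhadh in each mouse against the dose of HFPO-DA, with the mean and SD of each group in black. At 5 mg/kg, every mouse lies above every mouse at 0.1 mg/kg and every control.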

Consistent with these expression patterns, the BMDs for peroxisomal activity were lower than for mitosis and apoptosis. These gene changes are consistent with histopathological and biochemical evidence of hepatocellular hypertrophy and acyl-CoA enzyme activity beginning in the low and intermediate dose groups and mitotic and apoptotic hepatocytes in the high-dose group. Although there is clear evidence for apoptosis, cell death via necrosis using transcriptomic data is limited by a lack of known molecular signals related to the phenomenon, with the exception of regulated necrosis, also known as necroptosis (Negroni et al., 2015). As the name implies, unregulated necrosis is not controlled/initiated by receptor-mediated signaling pathways and therefore has no known transcriptomic signature. Dose-responsive gene sets for regulated necrosis and necroptotic cell death were not significantly enriched in any dose group, indicating that apoptosis and autophagy are the only forms of regulated cell death occurring in livers of HFPO-DA-exposed mice. Both autophagy and apoptosis are associated with PPARα activation in rodents, as PPARα regulates autophagy in the liver (Byun et al., 2020) and increased hepatic apoptosis often coincides with increased mitosis as part of the key events in the PPARα mode of action for rodent liver tumors (Corton et al., 2014; Thompson et al., 2019). 

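The list for necroptosis held 13 genes, all with enough counts. At 5 mg/kg, its median log2 fold change was -0.09 in males (camera, adjusted p = 0.693) and -0.21 in females (camera, adjusted p = 0.854), and at 0.5 mg/kg it was not called in either sex (camera, adjusted p = 0.3 and 0.999). Of its genes, 2 were dose-responsive in males and 5 in females, too few for a median BMD with a narrow interval (in females 2.69 mg/kg, 95% bootstrap interval 0.148 to 3.52). The 31 autophagy genes tested fell by a median of 0.34 on the log2 scale in males at 5 mg/kg. They were not called by camera (adjusted p = 0.108), but were called without any 1 of samples 22, 25, 38 and 39, with adjusted p values of 0.0841, 0.0662, 0.0159 and 0.0515, and with fry in place of camera (adjusted p = 0.000221). In females, their median was -0.05 (camera, adjusted p = 0.74). In males 4 and in females 7 autophagy genes were dose-responsive, with median BMDs of 2.20 mg/kg and 1.54 mg/kg.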

PPARα is expressed in many species and regulates lipid metabolism across species (including humans), but the altered cell growth and survival pathways (i.e., increased mitosis and apoptosis) occur solely in rodents (Corton et al., 2018; Mcmullen et al., 2020).

In addition to corroborating results from the 90-days mouse study of HFPO-DA (Chappell et al., 2020), transcriptomic analyses presented in the current study also demonstrated that only PPAR gene sets specific to the PPARα subtype were significantly enriched, in both the mid- and high-dose groups, whereas gene sets specific to PPARγ were not significantly enriched in any dose group. The lack of PPARγ gene set enrichment in the liver is likely because PPARγ is predominantly expressed in adipose tissues (Chawla et al., 1994); in comparison, PPARα, is predominantly expressed in the liver (Corrales et al., 2018). These results provide additional *in vivo* mechanistic support in rodents that confirms *in vitro* data available for both rodents and humans demonstrating the primary activation of PPARα by HFPO-DA and little to no activation of other PPAR isoforms or nuclear receptors (Behr et al., 2020; Chappell et al., 2020; Nielsen et al., 2022). Furthermore, the heterodimer partner of PPARα, retinoid X receptor alpha (RXRα), was significantly downregulated in the livers of the high dose groups in both sexes despite the upregulation of genes mediated by the heterodimer complex of PPARα and RXRα. 

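In the livers of control mice, Ppara was measured at 62.8 CPM in males and 58.5 ± 15.5 CPM (SD, n = 5) in females. Pparg was measured at 1.67 ± 1.2 CPM (SD, n = 5) in control males and 1.88 ± 1.77 CPM (SD, n = 5) in control females, and Ppard at 10.2 ± 4.34 CPM (SD, n = 5) and 18.8 ± 20.0 CPM (SD, n = 5). The CPM of different probes also depends on how well each probe works, so levels of different genes compare only roughly. Of the 12 adipocyte genes, 7 had a probe that passed the filter on counts.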

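Rxra, on chromosome 2 from 27676440 to 27762957, was measured by 2 probes that passed the filter on counts. On the first, it fell by 0.42 on the log2 scale in males at 5 mg/kg, from 1370 ± 189 CPM (SD, n = 5) in the controls to 1026 ± 230 CPM (SD, n = 4) (standard error 0.16, adjusted p = 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 it fell by 0.32 (adjusted p = 0.0896). In females it fell by 0.55, from 1421 ± 156 CPM (SD, n = 5) to 973 ± 97.9 CPM (SD, n = 4) (standard error 0.16, adjusted p = 0.0437). On the second probe, Rxra fell by 0.64 in males, from 306 ± 36.6 CPM (SD, n = 5) to 196 ± 29.0 CPM (SD, n = 4) (standard error 0.15, adjusted p = 0.00443). In females it fell by 0.58, from 341 ± 43.7 CPM (SD, n = 5) to 227 ± 31.1 CPM (SD, n = 4) (standard error 0.15, adjusted p = 0.0174). On this probe, every mouse at 5 mg/kg had a lower CPM than every control of its sex. In females, the adjusted p was 0.134 on the second probe without sample 16, and on the first probe the call was lost without sample 4, 16 or 18, with the largest adjusted p at 0.193. In males, the first probe passed without any 1 of samples 23, 24, 25, 37 and 39, with the smallest adjusted p at 0.0487. The size of the fall in males also depends on the scaling between libraries, since DESeq2's size factors in place of TMM raised the median log2 fold change of all probes by 0.09 in males at 5 mg/kg.

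**Figure D6:**
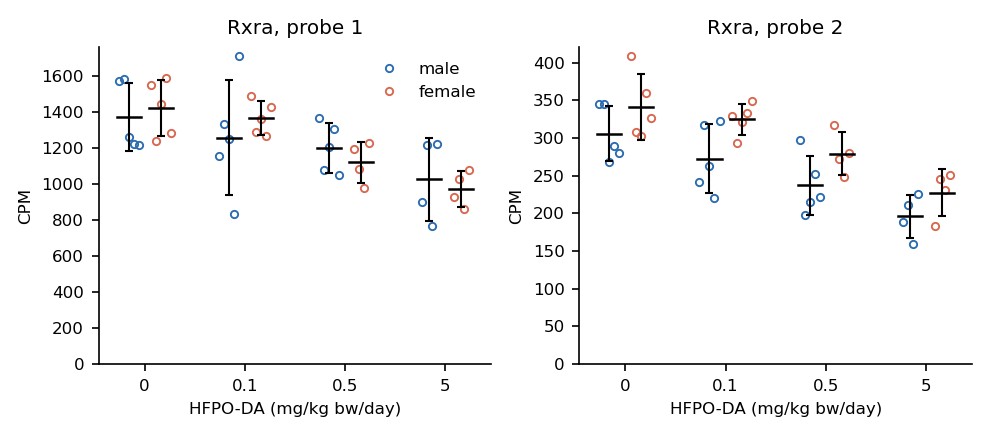
CPM of the 2 probes of Rxra in each mouse against the dose of HFPO-DA, with the mean and SD of each group in black. On the second probe, the mice at 5 mg/kg of each sex lie below all controls of that sex.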

The observed decrease in RXRα gene expression may be the result of a negative feedback loop to attenuate PPARα-mediated hepatic lipid metabolism via the let-7-RNF8-RXRα axis (Yagai et al., 2021).

PPARα helps to maintain systemic and cellular energy homeostasis by modulating the expression of genes involved in both peroxisomal and mitochondrial fatty acid β-oxidation (Aoyama et al., 1998). Hepatic transcriptomic responses to HFPO-DA exposure in mice consisted of induction of mitochondrial and peroxisomal activity at similarly low median BMDs (i.e., approximately 0.3 mg/kg HFPO-DA for enriched gene sets associated with mitochondrial and peroxisomal fatty acid metabolism). PPARα mediates the activity of these organelles through transcriptional coactivation with peroxisome proliferator-activated receptor-gamma coactivator 1-alpha (PGC1α). In addition to activity, the abundance of peroxisomes and mitochondria (i.e., biogenesis) is also co-regulated in a PPAR- and PGC1α-dependent manner (Fransen et al., 2017). Mitochondrial biogenesis gene sets were significantly enriched in livers from HFPO-DA-exposed mice, but at higher BMDs compared to fatty acid metabolism processes (i.e., median BMDs between 2–2.5 mg/kg HFPO-DA).

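For the mitochondrial biogenesis list, 10 genes were dose-responsive in each sex. Their median BMD was 0.77 mg/kg (95% bootstrap interval 0.222 to 2.25) in males and 0.657 mg/kg (0.243 to 1.22) in females. Single mice moved these values by about 1.5 times or more. In males, the value was 0.424 mg/kg without sample 39, and between 1.34 and 1.93 mg/kg without any 1 of samples 21, 22, 24, 28, 32, 35, 37 and 38, with 1.93 mg/kg without sample 22. In females, it was 0.395 mg/kg without sample 5, 0.318 without sample 20, 0.979 without sample 17, 1.05 without sample 16, 1.38 without sample 14 and 1.53 without sample 13. With only probes of a mean of at least 10 counts, the medians were 1.36 mg/kg in males and 0.307 mg/kg in females. As a list at 5 mg/kg, the 30 genes tested were not called (camera, adjusted p = 0.926 in males and 0.286 in females), and in females they were called without sample 17 (adjusted p = 0.0978). Ppargc1a, which encodes PGC1α, fell by 0.56 on the log2 scale in males (standard error 0.67, adjusted p = 0.703 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 0.56 in females (standard error 0.64, adjusted p = 0.968) at 5 mg/kg. Its CPM in males at 5 mg/kg was 16.1 in sample 38 and between 1.54 and 2.59 in the others.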

In addition to upregulation of PPARα signaling and fatty acid β-oxidation related gene sets, complement and coagulation cascades gene sets were highly significantly downregulated. 

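C9, on chromosome 15 from 6445327 to 6498751, fell by 2.41 on the log2 scale in males at 5 mg/kg, from 1563 ± 366 CPM (SD, n = 5) in the controls to 294 ± 155 CPM (SD, n = 4) (standard error 0.27, adjusted p = 1.9e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females, it fell by 1.65, from 584 ± 146 CPM (SD, n = 5) to 186 ± 42.9 CPM (SD, n = 4) (standard error 0.26, adjusted p = 3.21e-05). The interaction of sex and dose had an adjusted p of 0.438 for C9. The coagulation factor F7, on chromosome 8 from 13026034 to 13035809, fell by 1.93 in males (standard error 0.23, adjusted p = 3.53e-08) and by 1.72 in females (standard error 0.22, adjusted p = 5.34e-07). F11 fell by 1.83 in males (standard error 0.26, adjusted p = 1.72e-06) and by 1.45 in females (standard error 0.25, adjusted p = 9.46e-05). For the 3 genes, every mouse at 5 mg/kg had a lower CPM than every control of its sex, and each call held in the fits that each left out 1 of the mice compared. In the complement list, sample 38 had the lowest score of the males at 5 mg/kg, at -1.02 against -0.43 to -0.34 in the others, and sample 17 the highest of the females, at -0.04 against -0.48 to -0.47. As a list, complement fell further in males than in females at 5 mg/kg with the preset correlation (camera on the interaction of sex and dose, adjusted p = 0.0698), but not with the correlation estimated.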

The complement and coagulation cascades are part of the innate immune system and are made up of small proteins synthesized by the liver and secreted into the bloodstream (Janeway et al., 2001). Unlike the adaptive immune system, which develops immunological memory using antibodies after an initial exposure to a specific pathogen, the innate immune system uses phagocytes and inflammatory signaling (e.g., cytokines and chemokines) to resolve a pathological insult (Grabacka et al., 2021). PPARα has an important and specific function within the innate immune system and acts predominantly through suppression of various inflammatory reactions. Endogenous and pharmacological PPARα agonists have been investigated for their potential therapeutic applications in several chronic inflammatory disorders (e.g., rheumatoid arthritis). The critical immunomodulatory role of PPARα has been recently reviewed by Grabacka et al. (2021).

Overall, hepatic transcriptomic responses to HFPO-DA exposure in mice are consistent across sexes and studies and demonstrate activation of the PPARα signaling pathway, with increased peroxisomal and mitochondrial fatty acid β-oxidation at lower concentrations, and decreased complement cascades and altered cell cycle and apoptosis related pathways at higher concentrations. Thus, these data indicate that the reported liver effects in mice (i.e., hypertrophy, mitosis, and apoptosis) are mediated through rodent-specific PPARα signaling mechanisms that do not occur in humans.

## Data Availability

RNA sequencing data for all samples used in these analyses are publicly available at NCBI’s Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) (GEO series accession number GSE202302).

# Supplementary material for: Evaluation of Transcriptomic Responses in Livers of Mice Exposed to the Short-Chain PFAS Compound HFPO-DA
**Source:** Front Toxicol. 2022 Jun 27;4:937168. doi: 10.3389/ftox.2022.937168
**Supplement:** Supplementary file 2

**Supplementary File 1. Sequencing quality criteria.**

**Table 1.** Sequencing quality criteria across samples.

| **Quality Criterion** | **Mean** | **Standard Deviation** |
| --- | --- | --- |
| Sequencing Depth | 8,297,317.38 | 3,264,936.79 |
| Number of Sequenced Probes per Sample | 16,072.98 | 2,890.38 |

**Table 2.** Identification of samples that failed sequencing quality criteria. Samples with a sequencing depth or number of sequenced probes less than two standard deviations below the mean (i.e., lower bound) were excluded from the analyses. See **Table 1** for the mean and standard deviation of each sequencing quality criterion.

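The deposited table holds the 37 mice above the lower bound for both criteria. For the mice left out, the paper's reported sequencing depths are 214826 for sample 11 (female, 0.5 mg/kg), 1700120 for sample 19 (female, 5 mg/kg) and 940032 for sample 40 (male, 5 mg/kg). Among the mice kept, the lowest totals in the deposited counts were those of sample 38 (male, 5 mg/kg), with 2101495 reads over 11446 probes, and sample 32 (male, 0.5 mg/kg), with 2608954 reads over 11347 probes. Sample 29, a male at 0.1 mg/kg, had 4012015 reads over 13495 probes. The 3 are males, and at 5 mg/kg the median total was 5117935 in males and 10380108 in females.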

| **Sample Number** | **Dose (mg/kg)** | **Sex** | **Sequencing Depth** | | **Number of Sequenced Probes** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **Total** | **Above lower bound?** | **Total** | **Above lower bound?** |
| 1 | 0 | female | 9612688 | TRUE | 17029 | TRUE |
| 2 | 0 | female | 9719253 | TRUE | 17980 | TRUE |
| 3 | 0 | female | 10441369 | TRUE | 18281 | TRUE |
| 4 | 0 | female | 10232093 | TRUE | 18521 | TRUE |
| 5 | 0 | female | 11523373 | TRUE | 18143 | TRUE |
| 6 | 0.1 | female | 11322575 | TRUE | 18727 | TRUE |
| 7 | 0.1 | female | 11784913 | TRUE | 19832 | TRUE |
| 8 | 0.1 | female | 13878254 | TRUE | 19261 | TRUE |
| 9 | 0.1 | female | 10516636 | TRUE | 18693 | TRUE |
| 10 | 0.1 | female | 11287230 | TRUE | 18689 | TRUE |
| 11 | 0.5 | female | 214826 | FALSE | 6588 | FALSE |
| 12 | 0.5 | female | 10563730 | TRUE | 19463 | TRUE |
| 13 | 0.5 | female | 10204611 | TRUE | 17781 | TRUE |
| 14 | 0.5 | female | 10397824 | TRUE | 16984 | TRUE |
| 15 | 0.5 | female | 8931267 | TRUE | 17213 | TRUE |
| 16 | 5 | female | 7952605 | TRUE | 17152 | TRUE |
| 17 | 5 | female | 9982023 | TRUE | 17101 | TRUE |
| 18 | 5 | female | 10778193 | TRUE | 17781 | TRUE |
| 19 | 5 | female | 1700120 | FALSE | 11922 | TRUE |
| 20 | 5 | female | 11262409 | TRUE | 17223 | TRUE |
| 21 | 0 | male | 9365709 | TRUE | 16992 | TRUE |
| 22 | 0 | male | 9226740 | TRUE | 17917 | TRUE |
| 23 | 0 | male | 7780828 | TRUE | 14630 | TRUE |
| 24 | 0 | male | 8012441 | TRUE | 15728 | TRUE |
| 25 | 0 | male | 6947711 | TRUE | 16246 | TRUE |
| 26 | 0.1 | male | 9566505 | TRUE | 15508 | TRUE |
| 27 | 0.1 | male | 7704189 | TRUE | 15737 | TRUE |
| 28 | 0.1 | male | 8699739 | TRUE | 16808 | TRUE |
| 29 | 0.1 | male | 4012015 | TRUE | 13495 | TRUE |
| 30 | 0.1 | male | 10451739 | TRUE | 17843 | TRUE |
| 31 | 0.5 | male | 6681593 | TRUE | 15495 | TRUE |
| 32 | 0.5 | male | 2608954 | TRUE | 11347 | TRUE |
| 33 | 0.5 | male | 8661083 | TRUE | 16398 | TRUE |
| 34 | 0.5 | male | 10548222 | TRUE | 15832 | TRUE |
| 35 | 0.5 | male | 6943646 | TRUE | 15859 | TRUE |
| 36 | 5 | male | 4147445 | TRUE | 13091 | TRUE |
| 37 | 5 | male | 9098192 | TRUE | 14749 | TRUE |
| 38 | 5 | male | 2101495 | TRUE | 11446 | TRUE |
| 39 | 5 | male | 6088425 | TRUE | 14939 | TRUE |
| 40 | 5 | male | 940032 | FALSE | 8495 | FALSE |

**Table 3.** PCA analysis before and after removal of samples per a priori sequencing quality criteria.

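Scores on principal components depend on how the counts were transformed. With DESeq2's variance stabilizing transformation of the deposited counts, the scores of the 37 mice differed from those listed for the samples kept by at most 4.9e-09 on PC1 and 4.91e-09 on PC2. Under that transformation, PC1 took 42.1% of the variance and PC2 21.7%.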

| **Sample Number** | **Dose (mg/kg)** | **Sex** | **All Samples** | | **Samples Removed** | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **PC1** | **PC2** | **PC1** | **PC2** |
| 1 | 0 | female | -17.532624 | 5.39200717 | -20.19531099 | 4.312049985 |
| 2 | 0 | female | -15.751298 | 6.60974281 | -18.67896874 | 5.487353392 |
| 3 | 0 | female | -10.487323 | 8.65381516 | -12.12104815 | 7.359843985 |
| 4 | 0 | female | -18.488806 | 5.73428212 | -21.40436756 | 5.015672562 |
| 5 | 0 | female | -18.120998 | 6.66605262 | -21.44009398 | 6.141013588 |
| 6 | 0.1 | female | -15.64461 | 5.30766934 | -18.11734168 | 3.99800698 |
| 7 | 0.1 | female | -15.163504 | 5.96208884 | -17.76205297 | 5.451905015 |
| 8 | 0.1 | female | -16.658729 | 6.35961078 | -18.71639275 | 5.486728629 |
| 9 | 0.1 | female | -17.981926 | 3.47661236 | -20.93451858 | 2.419984666 |
| 10 | 0.1 | female | -18.168338 | 4.63592423 | -20.9500732 | 3.778281986 |
| 11 | 0.5 | female | -30.599888 | -15.340226 | ⏤ | ⏤ |
| 12 | 0.5 | female | -16.104198 | 1.5799872 | -18.55710472 | 0.373411915 |
| 13 | 0.5 | female | -13.650771 | -0.9965945 | -15.90149401 | -3.036697261 |
| 14 | 0.5 | female | -11.585454 | 0.11512389 | -13.61287156 | -1.240196569 |
| 15 | 0.5 | female | -14.995734 | 1.180968 | -17.58134361 | -0.25063376 |
| 16 | 5 | female | -3.7931005 | -15.203529 | -5.324208431 | -19.58753217 |
| 17 | 5 | female | -2.6484808 | -15.221542 | -4.609950536 | -19.75513338 |
| 18 | 5 | female | -3.3340554 | -15.338687 | -5.251389337 | -20.03587913 |
| 19 | 5 | female | -2.951484 | -18.32173 | ⏤ | ⏤ |
| 20 | 5 | female | -8.1418722 | -12.503802 | -10.15582647 | -16.13511468 |
| 21 | 0 | male | 9.85988325 | 11.0225166 | 11.74212268 | 10.94226825 |
| 22 | 0 | male | 7.55890987 | 11.9655191 | 8.054590466 | 11.52783383 |
| 23 | 0 | male | 15.3578612 | 12.4271914 | 17.17922055 | 13.39845396 |
| 24 | 0 | male | 12.0939559 | 9.89172475 | 13.568164 | 9.995232185 |
| 25 | 0 | male | 10.6958067 | 10.9832114 | 12.11445246 | 11.98811019 |
| 26 | 0.1 | male | 15.1797387 | 10.7416024 | 16.7688639 | 10.55927482 |
| 27 | 0.1 | male | 13.9392283 | 12.2004233 | 16.2508718 | 12.22843783 |
| 28 | 0.1 | male | 14.2334374 | 7.53046293 | 15.6898219 | 6.848035403 |
| 29 | 0.1 | male | 13.6697149 | 10.0076651 | 15.62744815 | 10.65211881 |
| 30 | 0.1 | male | 12.059341 | 9.87552965 | 14.01475378 | 9.330928984 |
| 31 | 0.5 | male | 13.2358015 | 4.25559825 | 14.65474617 | 3.762044445 |
| 32 | 0.5 | male | 15.6527541 | 3.27291858 | 17.14542714 | 3.030291067 |
| 33 | 0.5 | male | 15.9328808 | 3.2048554 | 17.70711518 | 1.49032241 |
| 34 | 0.5 | male | 14.358175 | -2.4583225 | 16.02536431 | -4.396801492 |
| 35 | 0.5 | male | 14.0220583 | 3.38218081 | 15.80964984 | 3.421044518 |
| 36 | 5 | male | 15.9921796 | -14.273212 | 16.82202524 | -18.86198096 |
| 37 | 5 | male | 14.5270521 | -15.228692 | 14.97150318 | -19.79617373 |
| 38 | 5 | male | 13.1962453 | -19.208169 | 13.634429 | -25.02594917 |
| 39 | 5 | male | 13.1813258 | -15.926511 | 13.53378754 | -20.87655711 |
| 40 | 5 | male | 17.0568433 | -22.414267 | ⏤ | ⏤ |

**Figure 1.** Sequencing depth across samples. Samples with a sequencing depth two standard deviations below the mean sequencing depth of all samples, i.e., less than 1,767,443.8 (below the red line), were excluded from the analyses.

**Figure 2.** Number of sequenced probes per sample. Samples with a total number of sequenced probes less than two standard deviations below the mean number of probes sequenced per sample, i.e., less than 10,292.2 (below the red line), were excluded from the analyses.

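The number of sequenced probes grows with the depth, so it was also counted with each mouse thinned to the same total of 2101495 reads. As deposited, the median was 15728 probes in males and 18061.5 in females, 12.9% lower in males (permutation test, p = 1e-05, the smallest that 100000 resamples can give). At equal depth, it was 14916 in males and 16792 in females, 11.2% lower (permutation test, p = 1e-05).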

How the deposited data were processed for this re-analysis (not part of the article)

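Liver sections of 40 mice from the reproduction and developmental toxicity study, 5 per sex at 0, 0.1, 0.5 and 5 mg/kg bw/day, were assayed by TempO-Seq. The authors counted the reads on each probe, removed 3 mice of low depth or few probes, and deposited the counts of the other 37 without normalization. Groups held 5, 5, 5 and 4 males and 5, 5, 4 and 4 females in order of dose. That the values are counts was checked on the file: they are whole numbers, and their totals equal the depths the authors list. Mice were assigned to sex and dose from the authors' labels, and the counts of 4 genes on the Y chromosome were used as a check of sex. Of these, only Ddx3y had counts in every male. Xist was also read, but it had no count in any mouse and gave no check. Total counts ranged from 2101495 to 13878254. Intervals and tests on these counts treat mice, not reads, as replicates.

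Counts were analysed with edgeR 4.0.16 in R 4.3.3. Probes were kept by filterByExpr with the 8 groups of sex and dose, counts were normalized by TMM, and a quasi-likelihood model with a mean per group was fitted to all 37 mice. Each dose was compared with the control of the same sex, and the difference between the sexes in that comparison was tested as an interaction. Benjamini-Hochberg adjustment covered the probes of each comparison, with a threshold of 0.10. Gene lists were tested with camera of limma 3.58.1, with a correlation between genes preset to 0.01, on the probe of each gene with the highest total count, and adjusted over 17 lists and 6 comparisons. The lists cover peroxisomal fatty acid oxidation, mitochondrial β-oxidation, mitochondrial biogenesis, complement, coagulation, the mitotic cell cycle, apoptosis, necroptosis, autophagy, the genes Figure 2 links to PPARα alone, to PPARα and another isoform, and only to other isoforms, adipocyte genes, cholesterol synthesis, and targets of CAR, PXR and AhR. Sets of genes raised in the other sex at 5 mg/kg, and of genes that differed between the sexes at 0.1 mg/kg (adjusted p under 0.05, log2 fold change over 1), were tested the same way. Principal components were computed from log2 CPM with a prior count of 2. Scores of groups were compared by exact permutation tests, or by 100000 resamples between the sexes.

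Dose-responsive genes and BMDs were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 in place of the paper's BMDExpress, with 1000 permutations for the Williams trend test and 100 bootstrap samples of the mice. BMDs of a gene's probes were averaged. The numbers of dose-responsive genes were compared with 100 draws of the dose labels, the real labels included, and the results of the models with 100 splits of the mice into groups of the same sizes.

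The main tests were tried on simulated data. Of 200 probes simulated with a log2 fold change of 2 among 18570, edgeR recovered 165 with 14 false calls and DESeq2 recovered 173 with 44. For unchanged probes, 5.08% of 5000 had a trend p under 0.05. Simulated linear responses with a BMD of 1 gave a median of 0.975, and exponential responses with a BMD of 0.0702 gave 0.0642.

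The tests, lists, genes to be named and alternatives were chosen before the data were examined, apart from DESeq2 fitted to each sex apart and the tests of explanations named below as chosen later. The genes to be named were those in the paper's text and Figure 2, the probes with the largest changes at 5 mg/kg in each sex whose groups did not overlap, any DEG at 0.1 mg/kg, up to 5 genes of a list with the smallest adjusted p, and the genes used to check sex. The alternatives for DEGs were DESeq2's size factors within edgeR, no filter on low counts, a mean of at least 10 counts, a robust fit, each sex fitted apart, the counts of a gene's probes summed, counts thinned to the smallest total, DESeq2 1.42.0 in place of edgeR, a threshold of 0.05, and leaving out each mouse in turn. Those for lists were camera with the correlation estimated, fry, fgsea 1.28.0 on DESeq2's statistic and a hypergeometric test. Those for BMDs were log2 values, further models, an adjusted trend p and both filters. The gene sets of the paper's enrichment and upstream analyses were not at hand, so those analyses were not repeated. Results of some single genes are not reported here, though these genes stay in the counts and lists.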

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

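The tests on the share of lowered genes, on cholesterol synthesis, on PC1 in females and on the share of small p values at 0.1 mg/kg were chosen only after the result was seen.

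In 416 groups of 4 or 5 mice, 29 had 1 mouse whose gap to the nearest other exceeded Dixon's 95% critical value as a share of the group's range, where chance gives 20.8. For the mice named below, the share is in parentheses. Sample 32, the male at 0.5 mg/kg with the fewest probes, had 11347 against 15495 to 16398 in its group (0.821), and the lowest CPM of Apoc3 (0.83). Its total of 2608954 reads is the second lowest of the mice kept. Sample 38, the male with the lowest total, lay apart at 5 mg/kg in the scores of complement (0.863) and AhR targets (0.981) and in the CPM of Ppargc1a (0.928). Without it, the male to female ratio of DEGs at 5 mg/kg was 2.23. Sample 29, the male at 0.1 mg/kg with the lowest total of its group, lay apart in the scores of mitochondrial β-oxidation (0.808), the genes of other PPAR isoforms (0.829) and adipocyte genes (0.718). For these 3 mice, low depth and a difference between animals stay open, since each is a single mouse.

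Other mice lay apart in 1 or 2 measures each. Among the scores, these were sample 20 on PC1 in females at 5 mg/kg (0.857), sample 17 for complement in females at 5 mg/kg (0.984), sample 7 for apoptosis (0.727) and sample 8 for necroptosis (0.863) in females at 0.1 mg/kg, sample 24 for adipocyte genes (0.796) and sample 23 for AhR targets (0.726) in male controls, and sample 26 for AhR targets in males at 0.1 mg/kg (0.721). Among the CPM of genes in males, these were sample 22 for F7 (0.858) in controls, sample 28 for Cyp4a14 at 0.1 mg/kg (0.81), sample 34 for Ehhadh (0.806) and Pparg (0.783) and sample 31 for Ppard (0.782) at 0.5 mg/kg, and sample 36 for F11 at 5 mg/kg (0.845). Among the CPM in females, these were sample 3 for Ppard in controls (0.922), sample 9 for F7 at 0.1 mg/kg (0.768), sample 14 for Cyp4a12a (0.87), sample 13 for Fabp1 (0.938) and sample 15 for Apoa1 (0.87) at 0.5 mg/kg, and sample 18 for Ehhadh (0.847) and sample 20 for Ppara (0.862) at 5 mg/kg. No technical or biological explanation was tested for them.

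The response of the sexes differed by the interaction test for 2 genes at 0.5 mg/kg and 102 at 5 mg/kg, and 4 and 2 of the 100 splits gave as many. The number at 0.5 mg/kg lay between 0 and 4 in the fits that left out 1 mouse, the 4 without sample 24. That at 5 mg/kg was 187 without sample 37 and 205 without sample 39. Among the named genes, Cyp4a12a differed at 0.5 mg/kg (adjusted p = 0.0686) and at 5 mg/kg (adjusted p = 5.51e-07) (female controls near the floor; log2 fold change of 0.1 in males at 5 mg/kg). Whether reads of its paralog Cyp4a12b reach the probe was not tested. Cyp2b9 rose by 3.91 in males and fell by 0.97 in females at 5 mg/kg (adjusted p = 3.06e-06). Apoa1 fell by 1.14 in males and fell by 0.01 in females at 5 mg/kg (adjusted p = 0.0267). Sex, the length of dosing and reproductive status differ together in this design and were not told apart by any test.

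By camera on the interaction with the preset correlation, the sexes differed at 0.1 mg/kg for the peroxisomal list (adjusted p = 0.02) and cholesterol synthesis (adjusted p = 0.000356), and at 5 mg/kg for complement (adjusted p = 0.0698) and CAR targets (adjusted p = 0.000752). With the correlation estimated, none of the 4 passed, and the adjusted p was 0.917 for the first 3 and 0.132 for CAR targets.

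Cholesterol synthesis genes, which the paper does not discuss, fell by a median of 0.59 on the log2 scale in females at 0.1 mg/kg (camera, adjusted p = 3.47e-13). They rose at 0.5 and 5 mg/kg in females (adjusted p = 5.91e-12 and 8.09e-06) and in males (adjusted p = 0.00288 and 4.51e-05), but not in males at 0.1 mg/kg (adjusted p = 0.926). The rise kept its call with the correlation estimated in females at 0.5 mg/kg (adjusted p = 0.0989) and lost it in females at 5 mg/kg (0.333) and in males at 0.5 and 5 mg/kg (0.606 and 0.419), and with fry none of the 4 rises was called (0.127 and 0.115 in females, 0.51 and 0.17 in males). Control females far from the rest were argued against by the scores at 0.1 mg/kg against those at 0.5 and 5 mg/kg, which do not use the controls (exact permutation test, p = 0.00311, n = 5 and 8). A single female at 0.1 mg/kg was argued against by an adjusted p of at most 0.00132 without any 1 mouse. Correlation between the genes cannot be told apart from an effect of the dose at 0.1 mg/kg, since the call held with the correlation estimated (adjusted p = 0.0774) but was lost with fry (adjusted p = 0.217), and the scores did not differ from the controls (exact permutation test, p = 0.294, n = 5 and 5).

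Some lists of targets of other receptors were also called at 5 mg/kg with the preset correlation. AhR targets fell in males (4 genes; adjusted p = 0.045), and CAR targets (8 genes; adjusted p = 0.0448) and PXR targets (6 genes; adjusted p = 0.0218) fell in females. Without sample 17, the adjusted p of CAR targets in females was 0.112. In males at 5 mg/kg, CAR targets had an adjusted p of 0.15 (0.0648 without sample 25, 0.0994 without sample 37, 0.0637 without sample 38) and PXR targets 0.823, and in females AhR targets had 0.74. By camera with the preset correlation, no list of CAR, PXR or AhR targets was called at 0.1 or 0.5 mg/kg, where the smallest adjusted p was 0.434 (AhR targets, males at 0.5 mg/kg), and fry called that list (adjusted p = 0.0561). With the correlation estimated, PXR targets kept their call (adjusted p = 0.0582), and AhR targets (adjusted p = 0.103) and CAR targets (adjusted p = 0.228) did not. Fry called each of the 3 (adjusted p = 1.26e-06 for AhR targets in males, 0.0374 for CAR and 0.00228 for PXR targets in females), and fgsea none (adjusted p = 0.187, 0.259 and 0.131). The numbers of lists called at 5 mg/kg were reached in 7 of the 100 splits of the males and 2 of the 100 splits of the females, so in males random groups gave as many lists as often as 7 times in 100.

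Genes higher in males than in females at 0.1 mg/kg rose in females at 5 mg/kg (148 genes, 93 higher; camera, adjusted p = 3.68e-07), and genes higher in females fell (173 genes, 129 lower; camera, adjusted p = 3.03e-11). Random groups gave as small a p in 26 of the 100 splits for the first and 4 of the 100 splits for the second. With the correlation estimated, the adjusted p was 0.125 for the first and 0.0313 for the second. In males at 5 mg/kg, the same sets had a camera adjusted p of 0.649 each, and 83 and 82 of the 100 splits gave as small a p. On PC1, the females at 5 mg/kg lay nearer to the males, and the males at 5 mg/kg differed from their controls by -0.5549, which argues against a response shared by both sexes that loads on that component. A loss of sex-biased expression in females stays open as a hypothesis, found and examined on the same mice.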

How the results depend on the processing

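No paired analysis was possible because the labels give no numbers shared between groups. DESeq2 fitted to each sex apart was chosen after seeing the data, and the other alternatives were not. For none of the changes below was the cause tested, except where fewer samples or a stricter threshold make it.

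For DEGs, no filter on low counts gave 14 in males and 1 in females at 0.1 mg/kg and 30 in females at 0.5 mg/kg. DESeq2 in place of edgeR gave 19 and 293 in males at 0.1 and 0.5 mg/kg and 3, 66 and 1065 in females at 0.1, 0.5 and 5 mg/kg. Each sex fitted apart with edgeR gave 47 and 948 in males and 61 and 1792 in females at 0.5 and 5 mg/kg, which reversed the order of the sexes. DESeq2 fitted to each sex apart gave 8 and 1345 in males at 0.1 and 5 mg/kg and 44, 277 and 2112 in females at 0.1, 0.5 and 5 mg/kg. An adjusted p under 0.05 gave 62 and 1318 in males at 0.5 and 5 mg/kg. The other alternatives stayed within 1.5 times the values given. In fits that each left out 1 mouse, DEGs in males at 0.5 mg/kg ranged from 53 (without sample 34; 68 without sample 22) to 102, and in females at 5 mg/kg from 450 (without sample 18) to 662.

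For the interaction of sex and dose at 0.5 mg/kg, with 927 genes at an unadjusted p under 0.05, no filter gave 13, DESeq2 gave 7, and the robust fit, thinned counts and an adjusted p under 0.05 gave 0. At 5 mg/kg, DESeq2 gave 232 and an adjusted p under 0.05 gave 60. Leaving out 1 mouse gave 0 to 4 at 0.5 mg/kg (4 without sample 24) and 70 to 205 at 5 mg/kg (205 without sample 39, 187 without sample 37).

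PC1 took 42.08% with the variance stabilizing transformation, 15.5% with all probes and 34.75% with thinned counts, and PC2 21.69% and 7.691% with the first 2.

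For the numbers of lists called, the correlation estimated gave 0, 3 and 5 in males at 0.1, 0.5 and 5 mg/kg and 1 in females at 0.1 mg/kg. Fry gave 1 in males at 0.1 mg/kg and 0 and 3 in females at 0.1 and 0.5 mg/kg. The hypergeometric test of the DEGs gave 0 and 3 in males and 0 and 2 in females at 0.1 and 0.5 mg/kg. In edgeR's comparisons at 0.1 mg/kg, 1270 genes in males and 415 in females had an unadjusted p under 0.05. Leaving out 1 mouse gave 1 to 5 lists in females at 0.1 mg/kg, with 1 without sample 5 and 3 without any 1 of samples 2, 3, 8 and 10. The genes raised in females at 5 mg/kg had an adjusted p of 0.142 in males at 0.1 mg/kg with the correlation estimated and 0.155 with fry, and the male-biased genes 0.125 in females at 5 mg/kg with the correlation estimated. The adjusted p of the genes raised in males at 5 mg/kg, tested in females at 0.1 mg/kg, ranged from 0.0682 (without sample 10; 0.0958 without sample 5) to 0.692.

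An adjusted trend p left 787 dose-responsive genes in males, 1573 in females and 405 common to both. Log2 values gave median BMDs of 0.118 mg/kg in males and 0.359 in females for the peroxisomal list, 0.336 in females for mitochondrial biogenesis and 1.51 in females for complement. A mean of at least 10 counts gave 1.36 in males and 0.307 in females for mitochondrial biogenesis. An adjusted trend p gave 2.52 in males and 1.83 in females for mitosis and 0.358 in females for apoptosis.

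Leaving out 1 mouse moved median BMDs in mg/kg as follows. For the peroxisomal list in females, they ranged from 0.325 (without sample 2; 0.369 without sample 12, 0.358 without sample 17) to 0.892. For mitochondrial β-oxidation, they ranged from 0.203 to 0.402 (without sample 34) in males and from 0.197 to 0.45 (without sample 13) in females. For mitochondrial biogenesis, they ranged from 0.424 (without sample 39) to 1.93 (without sample 22) in males, with 1.41, 1.66, 1.34, 1.51, 1.53, 1.39 and 1.76 without samples 21, 24, 28, 32, 35, 37 and 38, and from 0.318 (without sample 20) to 1.53 (without sample 13) in females, with 0.395, 1.38 and 1.05 without samples 5, 14 and 16. For complement, they ranged from 0.679 (without sample 25) to 1.74 (without sample 22) in males and from 0.289 (without sample 8) to 1.71 (without sample 14) in females, with 1.37 without sample 3 and 1.43 without sample 15. For mitosis in males, they ranged from 2.33 to 3.36. For apoptosis, they ranged from 0.831 to 1.77 in males and from 0.507 (without sample 2) to 1.44 (without sample 14) in females, with 1.39 without sample 8 and 1.27 without sample 20.

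Of 243 values of single genes under DESeq2, DESeq2's size factors or a mean of at least 10 counts, 237 kept their direction and their side of the threshold and 6 passed it. Of 753 such values without 1 mouse, 722 kept both, 23 no longer passed and 8 now passed. The depth of sample 38 sets the total to which counts were thinned, so the values at equal depth rest on 2101495 reads per mouse.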

Differences from the paper's values

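The values compared with the paper's are those of edgeR's joint fit of both sexes and of the untransformed BMD models, unless another setting is named.

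At 0.1 mg/kg, 0 DEGs were called in males against the paper's 19, with 1270 genes at an unadjusted p under 0.05, and 0 in females against the paper's 3, with 415 genes at an unadjusted p under 0.05. At 0.5 mg/kg, 106 DEGs were called in males against the paper's 293, and 18 in females against the paper's 66. In females at 5 mg/kg, 682 DEGs were called against the paper's 1065. Of the alternatives set before the data were examined, DESeq2 in place of edgeR, the tool the paper's methods name, gave 19, 293, 3, 66 and 1065 for these counts. No filter on low counts gave 14 in males at 0.1 mg/kg, and each sex fitted apart gave 61 in females at 0.5 mg/kg. In females at 5 mg/kg, DESeq2's size factors (710), a mean of at least 10 counts (753), summed probes (770) and thinned counts (748) also came within 1.5 times the paper's value. The other alternatives for these counts did not close the gap.

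For the high bound of the BMD, 3 genes were removed in males against the paper's 60, and 0 in females against the paper's 86, out of 3978 probes in females with an unadjusted trend p under 0.05. None of the alternatives set before the data were examined closed these gaps.

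For the peroxisomal list, mitochondrial β-oxidation, mitochondrial biogenesis and complement, the paper's text gives a range over both sexes, and its lower end was taken as the value of males and its upper end as that of females, the order drawn in Fig. 3D. The median BMD of the peroxisomal list in males was 0.253 mg/kg against the paper's 0.40, and that of mitochondrial β-oxidation in females was 0.241 mg/kg against the paper's 0.55, and of the alternatives set before the data were examined, only leaving out 1 mouse closed these gaps (in males 0.292 without sample 34, and within 1.5 times also without sample 22, 24, 25, 29 or 32; in females 0.45 without sample 13). The paper's Discussion gives approximately 0.3 mg/kg for mitochondrial and peroxisomal fatty acid metabolism. For complement in females, it was 0.873 mg/kg against the paper's 2.05, and log2(normalized count + 1) gave 1.51. Leaving out sample 14, 15 or 3 gave 1.71, 1.43 or 1.37, the last at the limit of 1.5 times, while the others did not close the gap. For mitochondrial biogenesis in males, it was 0.77 mg/kg against the paper's 2, and a mean of at least 10 counts gave 1.36, and leaving out sample 21, 22, 24, 28, 32, 35, 37 or 38 gave 1.34 to 1.93, while the others did not close the gap. In females, it was 0.657 mg/kg against the paper's 2.5, and none closed the gap. For apoptosis in males, it was 1.19 mg/kg against about 1.8 in Fig. 3D, read by eye, and an adjusted trend p gave 1.37, and 15 of the 19 fits without 1 mouse gave 1.21 to 1.77, while the others did not close the gap. In females, it was 0.835 mg/kg against about 2.5 in Fig. 3D, read by eye, and none closed the gap. The lists hold other genes than the paper's gene sets. The paper also removed genes by the ratios of BMD, BMDL and BMDU before its functional classification. That filter was not applied here, so the medians compared are unlike in this respect too.

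Log2 fold changes could be compared with Supplementary Table S1 only for the part at hand, 1998 of its 180876 lines. Of 48 log2 fold changes, 0 differed by more than the larger standard error, and the largest difference was 0.15.

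Some directions and calls in the paper also differ from the values here. Of the boxes in Figure 2, those for Pltp and Dbi in males at 0.5 mg/kg, Dbi, Acsl1 and Acadm in females at 0.5 mg/kg, and Acsl1 and Acaa1 in males at 0.1 mg/kg are coloured as changed in the paper and held no DEG here, and DESeq2 in place of edgeR called each of them. The CYP4A1 box at 0.5 and 5 mg/kg and the SCD box at 5 mg/kg held a DEG here in both sexes and are not coloured in the paper. The paper places the median BMDs of males slightly below those of females. Here the medians of males were lower for the peroxisomal list, coagulation and the targets Figure 2 shares between PPARα and another isoform (0.4219 against 0.5076 mg/kg), and higher for mitochondrial β-oxidation (0.26 against 0.241 mg/kg), mitochondrial biogenesis, complement, apoptosis and mitosis (3.19 against 2.55 mg/kg), the last of which Fig. 3D also draws higher in males. For mitochondrial β-oxidation, the order was the reverse over the 16 genes common to both sexes (0.2596 in males against 0.4726 mg/kg in females, 11 genes lower in males) and without sample 13 (0.45 mg/kg in females). Apoptosis was also reversed over its 5 common genes (0.6965 in males against 0.8348 mg/kg in females), though only 2 were lower in males. Without sample 14, the female values for apoptosis (1.44 mg/kg) and complement (1.71 mg/kg) lay above the male ones. So did that for mitochondrial biogenesis without sample 13 (1.53 mg/kg). For mitosis, the male value without sample 36 (2.33 mg/kg) lay below the female one. The paper reports mitochondrial biogenesis sets as enriched among dose-responsive genes, a test that was not run here. Of the 31 genes of that list, 10 were dose-responsive in each sex, beside 2289 in males and 2917 in females of all 13004 genes. In a different test, of direction at 5 mg/kg, the list was not called (camera, adjusted p = 0.926 in males and 0.286 in females), while in females fgsea on DESeq2's statistic called it (adjusted p = 0.0871), as did camera without sample 17 (adjusted p = 0.0978). The paper describes peroxisomal activity in all dose groups. At 0.1 mg/kg, the peroxisomal list was called in males (camera, adjusted p = 0.000182) and not in females (camera, adjusted p = 0.996), and in males the call held under fgsea (adjusted p = 0.000292) and was lost with fry (adjusted p = 0.17) and with the correlation estimated (adjusted p = 0.201). The paper describes increased apoptosis at the high dose, from apoptotic hepatocytes in the histopathology and from gene sets enriched among dose-responsive genes. Neither was examined here. In a different test, of direction at 5 mg/kg, the apoptosis list was not called (camera, adjusted p = 0.914 in males and 0.698 in females). A test of the direction of RNA does not bear on the histopathology. The paper bases a slightly higher sensitivity of males on the number of DEGs and on lower median BMDs for several pathways. With each sex fitted apart, 948 were called in males and 1792 in females at 5 mg/kg. DESeq2 fitted to each sex apart, chosen after seeing the values, called 1345 in males and 2112 in females.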

Other observations

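The test on the share of lowered genes and the test on the share of small p values at 0.1 mg/kg were chosen only after the result was seen.

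More DEGs were called in males than in females at 5 mg/kg, 3.02 times as many in the joint fit. A difference in depth was argued against by a ratio of 2.31 with counts thinned to equal depth, and the male with the fewest reads by a ratio of 2.23 without it. Larger fold changes in males cannot be told apart from equal ones, since the intervals of the median male minus female log2 fold change included 0 for the peroxisomal list (-0.287, 95% interval -0.594 to 0.094) and for the lowered lists of complement (-0.314, -0.72 to 0.008) and coagulation (-0.252, -0.53 to 0.052). One spread fitted for both sexes, although the males vary more, is a candidate explanation, since the ratio was 0.529 with each sex fitted apart. DESeq2 fitted to each sex apart, chosen after seeing the data, gave 0.637. In simulated counts with the same effects in both sexes and unequal spread, a joint fit made 105 false calls in males and 3 in females, and fits of each sex apart made 10 and 25. The true changes recovered in the joint fit went the other way, with 169 in males and 180 in females. Fits of each sex apart recovered 141 and 192, so the false calls alone do not give the ratio of all calls.

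The spread between males of a group was larger than between females, with a ratio of the common dispersions of 2.86. The ratio was 3.29 at equal depth, at least 2.62 without any 1 male, and 2.18 among mice at 0 and 0.1 mg/kg, which argues against depth, against a single male, and against the spread of the response to the high dose as the whole source. Sex and the design of dosing stay open as untested.

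At 0.1 mg/kg, 7.135% of the probes in males and 2.38% in females had an unadjusted p under 0.05. Random splits of the males gave a median of 6.974%, so one spread fitted for both sexes is a candidate explanation. The number of DEGs at this dose was 0 in each sex, with 1270 genes in males and 415 in females at an unadjusted p under 0.05. A count of 0 is reached by 100 of the 100 splits by construction, so these splits say nothing about the grouping. The numbers of lists were reached by 31 of the 100 splits in males and 12 of the 100 splits in females. The p of the genes raised in females at 5 mg/kg, tested in males at 0.1 mg/kg, was reached by 5 of the 100 splits, and that of the genes raised in males, tested in females, by 38 of the 100 splits.

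For the other counts, the real groups were compared with 100 splits likewise. The DEGs at 0.5 mg/kg and at 5 mg/kg were reached only by the real groups in each sex, 1 of the 100 splits in each case. The lists called at 0.5 mg/kg were reached by 4 of the 100 splits in males and 33 of the 100 splits in females. The numbers of dose-responsive genes in males, in females and common to both were reached only by the real doses, 1 of the 100 draws in each case.

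In males at 5 mg/kg, 66.63% of the DEGs were lowered. Lower depth was argued against by a share of 62.72% with thinned counts, and probes with few counts by 67.84% with a mean of at least 10 counts. With DESeq2's size factors in place of TMM, the share was 58.11%, so the scaling between libraries is a candidate source of part of it.

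Fewer probes were detected in males than in females. At equal depth 11.2% fewer were detected, and 10.4% fewer also without the 29 most abundant probes, which argues against depth and against a few abundant genes as the whole source. A difference between the sexes stays open as untested.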
